# Essential functions of Runx/Cbfβ in gut conventional dendritic cells for priming Rorγt^+^ T cells

**DOI:** 10.26508/lsa.201900441

**Published:** 2019-12-09

**Authors:** Mari Tenno, Alicia Yoke Wei Wong, Mika Ikegaya, Eiji Miyauchi, Wooseok Seo, Peter See, Tamotsu Kato, Takashi Taida, Michiko Ohno-Oishi, Hiroshi Ohno, Hideyuki Yoshida, Florent Ginhoux, Ichiro Taniuchi

## Abstract

Acquired immune responses are initiated by activation of CD4^+^ helper T (Th) cells via recognition of antigens presented by conventional dendritic cells (cDCs). DCs instruct Th-cell polarization program into specific effector Th subset, which will dictate the type of immune responses. Hence, it is important to unravel how differentiation and/or activation of DC are linked with Th-cell–intrinsic mechanism that directs differentiation toward a specific effector Th subset. Here, we show that loss of Runx/Cbfβ transcription factors complexes during DC development leads to loss of CD103^+^CD11b^+^ cDC2s and alters characteristics of CD103^−^CD11b^+^ cDCs in the intestine, which was accompanied with impaired differentiation of Rorγt^+^ Th17 cells and type 3 Rorγt^+^ regulatory T cells. We also show that a Runx-binding enhancer in the *Rorc* gene is essential for T cells to integrate cDC-derived signals to induce Rorγt expression. These findings reveal that Runx/Cbfβ complexes play crucial and complementary roles in cDCs and Th cells to shape converging type 3 immune responses.

## Abstract (precis)

Loss of Runx/Cbfβ complexes during DC development leads to a loss of gut CD103^+^CD11b^+^ cDC2s, which was accompanied with impaired differentiation of both Rorγt^+^ Th17 cells and type 3 Rorγt^+^ Treg cells.

## Introduction

Conventional dendritic cells (cDCs) are specialized antigen-presenting cells of the immune system. DCs in the intestine lamina propria (ILP) sense diverse antigens and migrates to draining lymph nodes where they instruct CD4^+^ T helper (Th) cells to differentiate into several types of effector Th cells, such as Rorγt^+^ Th17 and Foxp3^+^ peripherally induced regulatory T (iTreg) cells (Durai & Murphy, 2016; Honda & Littman, 2016). Gut cDCs are composed of two main subsets named cDC1 and cDC2 (Guilliams et al, 2014), with specialized polarizing Th functions. Gut CD103^+^ DCs were initially reported to induce FoxP3^+^ Treg cells (Coombes et al, 2007; Sun et al, 2007). However, gut CD103^+^ DCs are now subdivided into CD103^+^CD11b^+^ cDC2 and CD103^+^CD11b^−^ cDC1. Although the functions of CD103^+^CD11b^+^ cDC2 are not fully understood, previous studies have suggested that CD103^+^CD11b^+^ cDC2 have the capacity to induce both Th17 cells (Lewis et al, 2011; Persson et al, 2013; Schlitzer et al, 2013) and iTreg cells (Bain et al, 2017). On the other hand, Foxp3^+^ iTreg cells can be divided into Rorγt^−^Foxp3^+^ iTreg and Rorγt^+^ Foxp3^+^ Treg, the latter is designated as type 3 Treg (Park & Eberl, 2018). Although the exact roles of Rorγt^+^ type 3 Treg cells have not yet been unraveled, they are involved in suppressing exaggerated Th2 responses (Ohnmacht et al, 2015), Th17 and Th1 responses (Sefik et al, 2015). However, it remains elusive which cDC subset(s) regulates the differentiation of Rorγt^+^ Th17 and Rorγt^+^ Foxp3^+^ Treg cells and how T cells integrate signals from cDCs to activate *Rorc* gene to induce Rorγt expression.

Runx transcription factor family proteins function as heterodimers with Cbfβ and regulate many types of hematopoietic cells (de Bruijn & Speck, 2004; Ebihara et al, 2017). Among three mammal Runx proteins Runx1, Runx2, and Runx3, loss of Runx3 in hematopoietic cells leads to spontaneous development of colitis (Brenner et al, 2004) and airway infiltration in part by altering DCs function (Fainaru et al, 2004). In this study, we show that Runx/Cbfβ functions in DCs are essential not only for the differentiation of intestinal CD103^+^CD11b^+^ cDC2 but also for the priming of Rorγt-expressing T cells to maintain gut homeostasis.

## Results

### Runx/Cbfβ complexes are essential for the differentiation of gut CD103^+^CD11b^+^ cDC2s

Runx/Cbfβ complexes regulate differentiation of Langerhans cells, epidermal-specific antigen-presenting cells, at least by transmitting TGFβ receptor signaling (Tenno et al, 2017). During DC differentiation in the gut, TGFβ receptor signaling was shown to be essential for the differentiation of CD103^+^CD11b^+^ cDC2s (Bain et al, 2017). We thereby addressed the roles of Runx/Cbfβ complexes by inactivating the *Cbfb* gene during DC development using a *CD11c-Cre* transgene (*Cbfb*^*F/F*^*: CD11c-Cre* mice). We defined gut cDCs as CD45^+^CD64^−^CD11c^+^MHC-II^+^ cells and examined CD103 and CD11b expression. Although the differentiation of CD103^+^CD11b^−^ cDC1s was not affected by loss of Cbfβ, percentage and absolute cell numbers of CD103^+^CD11b^+^ cDC2s were dramatically decreased in the small intestine, which was accompanied with increased relative numbers of CD103^−^CD11b^+^ DCs (Fig 1A). In the mesenteric lymph nodes, migratory gut DCs were defined as CD45^+^MHC-II^hi^CD11c^lo^ cells. As we observed in the small intestine, CD103^+^CD11b^+^ cDC2s in the migratory DC fraction were decreased in both relative and absolute cell numbers upon loss of Cbfβ (Fig 1B). CD103^+^CD11b^+^ cDC2s also tended to be decreased also in the large intestine of *Cbfb*^*F/F*^*: CD11c-Cre* mice (Fig S1A).

**Figure 1.**
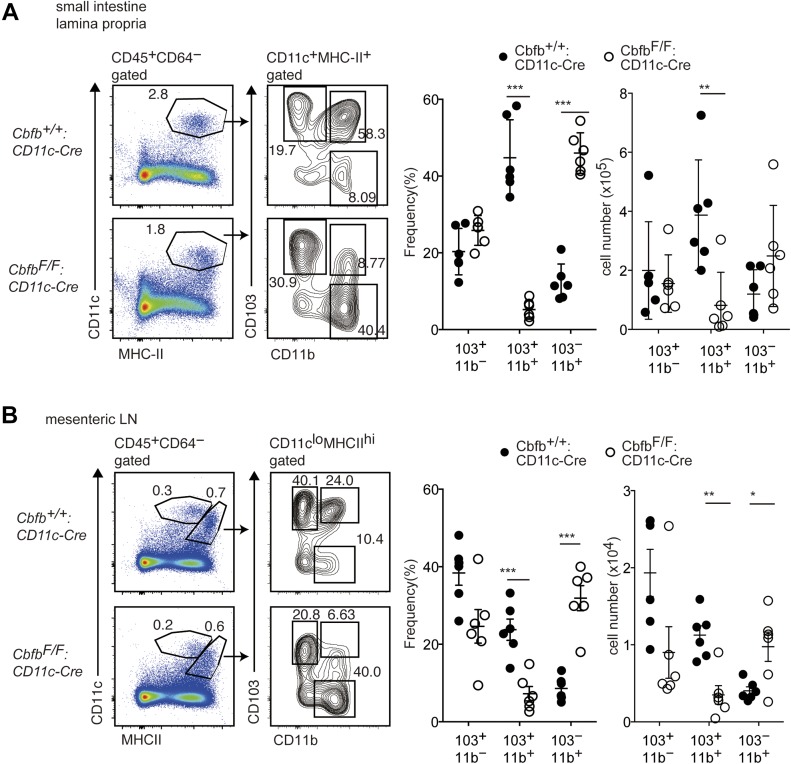
Loss of CD103^+^CD11b^+^ gut DC subset in the absence of Runx/Cbfβ complexes. **(A)** Pseudocolor blots showing gating strategy to define small intestine DCs. Contour plots showing CD103 and CD11b expression in DCs of *Cbfb*^*+/+*^*: CD11c-Cre* and *Cbfb*^*F/F*^*: CD11c-Cre* mice. Graphs in the right show the summary of the percentage and cell numbers of indicated DCs subsets. Each dot represent individual mouse. Mean ± SD. **(B)** Pseudocolor blots showing gating strategy to define migratory DCs in mesenteric lymph nodes. Contour plots showing CD103 and CD11b expression in CD11c^lo^MHC-II^hi^ migratory DCs. Graphs in the right show the summary of the percentage and cell numbers of indicated mesenteric LN DCs subset. Each dot represent individual mouse. Mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

**Figure S1.**
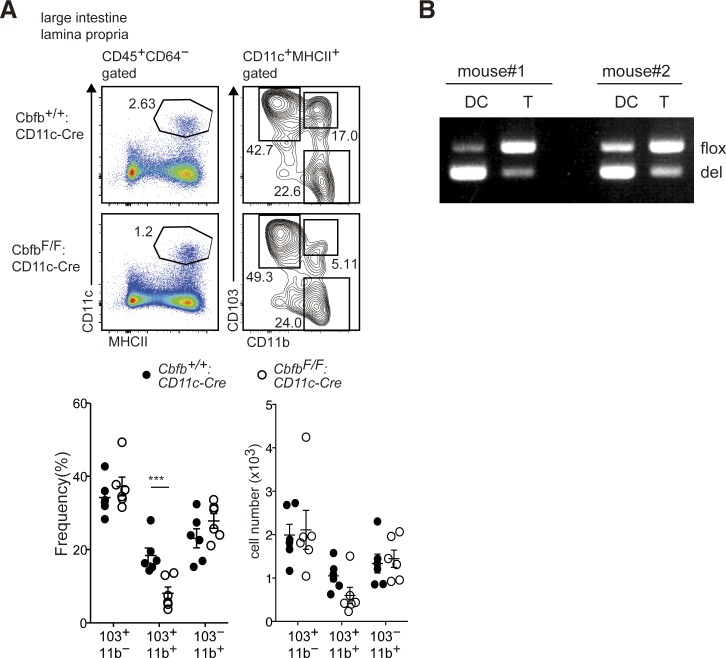
Essential roles for Runx/Cbfb complexes in differentiation of gut CD103^+^CD11b^+^ DC subset. **(A)** Pseudocolor blots showing gating strategy to define large intestine DCs. Contour plots showing CD103 and CD11b expression in DCs of *Cbfb*^*+/+*^*: CD11c-Cre* and *Cbfb*^*F/F*^*: CD11c-Cre* mice. Graphs at the bottom show the summary of the percentage and cell numbers of indicated DCs subsets. Each dot represents individual mouse. Mean ± SD. ***P < 0.001. *P*-values were evaluated by Student’s unpaired *t* test. **(B)** Genomic DNA PCR to assess Cre-mediated recombination at *Cbfb* gene in small intestinal DCs (CD11c^+^MHC-II^+^ DCs) and CD4^+^ T cells. Mean ± SD.

CD101 is another marker that is predominantly expressed on CD103^+^CD11b^+^ cDC2s (Bain et al, 2017), and we confirmed this observation (Fig S2A). In the small intestine of *Cbfb*^*F/F*^*: CD11c-Cre* mice, CD101^+^CD11b^+^ cDCs were also decreased and remaining CD101^+^CD11b^+^ cDCs were CD103^−^CD11b^+^ cells, whereas most CD101^+^CD11b^+^ cells in the control mice expressed CD103 (Fig S2A). Along with no accumulation of CD101^+^ cells in CD103^−^CD11b^+^ population in *Cbfb*^*F/F*^*: CD11c-Cre* mice (Fig S2A), we concluded that the development of CD103^+^CD11b^+^ cDC2s was severely impaired in the absence of Cbfβ.

**Figure S2.**
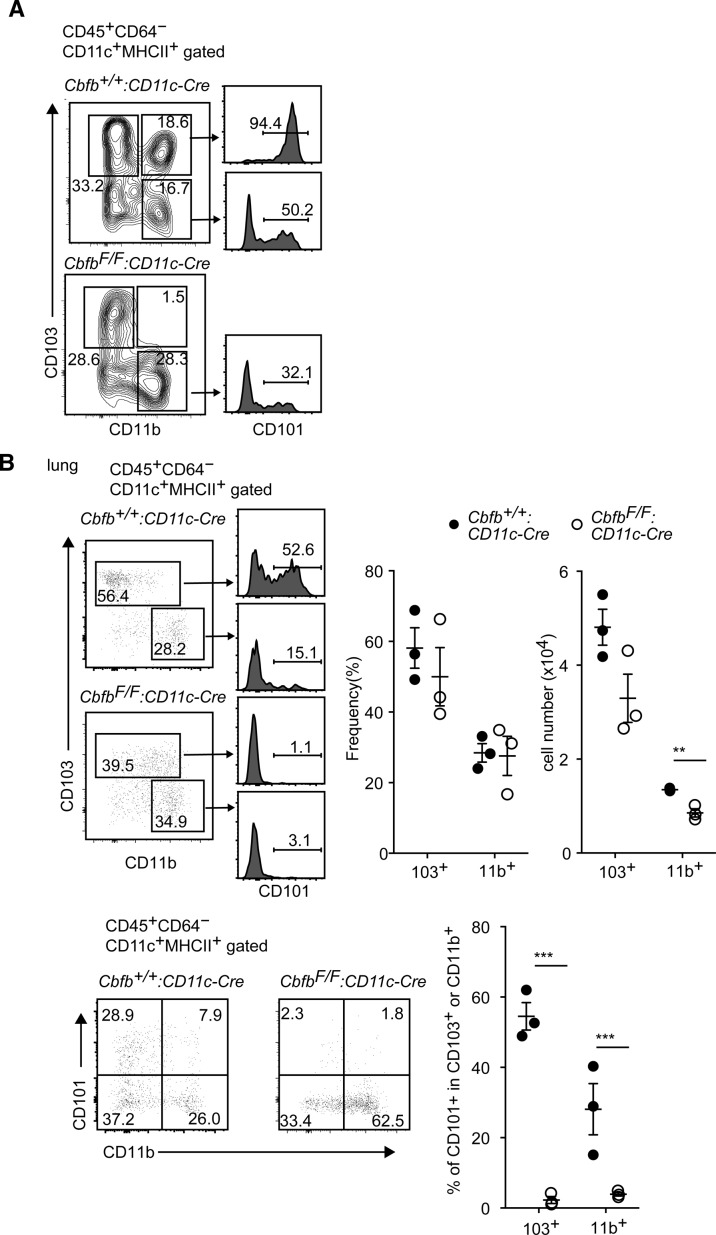
Impaired expression of CD101 by loss of Runx/Cbfβ complexes in DCs. **(A)** Contour plots showing gates to define DC subsets by CD103 and CD11b expression of small intestine CD11c^+^MHC-II^+^ DCs in *Cbfb*^*+/+*^*: CD11c-C*re and *Cbfb*^*F/F*^*: CD11c-Cre* mice. Histogram showing CD101 expression in DC subset indicated by arrows. **(B)** Pseudocolor blots showing CD103 and CD11b (upper) and CD101 and CD11b (lower) expression in lung CD11c^+^MHC-II^+^ DCs in *Cbfb*^*+/+*^*: CD11c-Cre* and *Cbfb*^*F/F*^*: CD11c-Cre* mice. Histogram showing CD101 expression in DC subset indicated by arrows. Graphs show the summary of the percentage and cell numbers of indicated DC subsets. Each dot represents individual mouse. Mean ± SD. **P < 0.01, ***P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

We also examined cDCs in another barrier tissue, the lung. In lung cDC population, our analyses of CD103 and CD11b expression detected two major cDC subsets, CD103^+^CD11b^−^ and CD103^−^CD11b^+^, with a very minor population of CD103^+^CD11b^+^ cells, which is consistent with a previous report (Greter et al, 2012) proposing that CD103^−^CD11b^+^ subset is a major cDC2 subset in the lung. Interestingly, absolute cell numbers of CD103^−^CD11b^+^ cDC2 subset were significantly reduced in the lung of *Cbfb*^*F/F*^*: CD11c-Cre* mice (Fig S2B). In addition, CD101 expression was nearly undetected in both CD103^+^CD11b^−^ and CD103^−^CD11b^+^ subsets upon loss of Cbfβ, indicating that Cbfβ deficiency also resulted in the impaired differentiation of CD101-expressing CD11b^+^ cDC2 subset in the lung.

All three mammal *Runx* genes, *Runx1*, *Runx2*, and *Runx3*, are expressed in all cDC subsets in the small intestine (Fig S3A). Using an anti-Runx3 antibody that detects Runx3 protein in flow cytometry analyses, we found that CD103^+^CD11b^+^ and CD103^−^CD11b^+^ gut DC subsets expressed Runx3 at higher level than that in CD103^+^CD11b^−^ DCs (Fig S3B). To examine which Runx protein is responsible for the development of CD103^+^CD11b^+^ cDC2s, we inactivated *Runx1* and *Runx3* gene by *CD11c-Cre* individually or in a combinational manner. Although ablation of *Runx1* or *Runx3* alone caused a slight decrease in CD103^+^CD11b^+^ cDC2s, these cells were nearly absent in the small intestine and mesenteric lymph nodes upon loss of both Runx1 and Runx3 proteins (Fig 2). Decrease in CD103^+^CD11b^+^ cDC2s was also observed in the large intestine by combination deletion of both Runx1 and Runx3 (Fig S3C), as was observed in *Cbfb*^*F/F*^*: CD11c-Cre* mice. These observations indicate not only the redundant function between Runx1 and Runx3 proteins but also the essential requirement of both proteins to direct the differentiation of CD103^+^CD11b^+^ cDC2s.

**Figure S3.**
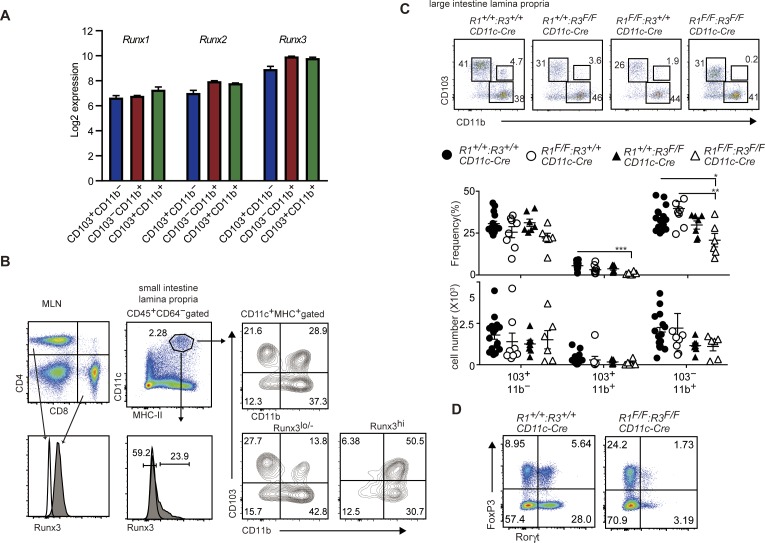
Loss of CD103^+^CD11b^+^ gut DC subset and Rorgt^+^ Treg and Th17 cells in the absence of Runx1 and Runx3. **(A)** Expression level of Runx1, Runx2, and Runx3 genes in indicated DCs subsets assessed by using GSE100393 data. **(B)** Histogram showed intracellular staining of Runx3 protein in CD4^+^ and CD8^+^ T cells in mesenteric lymph nodes and CD11c^+^MHC-II^+^ DCs in small intestine. **(C)** Pseudocolor blots showing CD103 and CD11b expression in large intestine CD11c^+^MHC-II^+^ DCs of *Runx1(R1)*^*+/+*^: *Runx3(R3)*^+/+^, *R1*^*+/+*^*: R3*^*F/F*^, *R1*^*F/F*^*: R3*^*+/+*^, and *R1*^*F/F*^*: R3*^*F/F*^ mice harboring *CD11c-Cre*. Graphs at the bottom show the summary of the percentage and cell numbers of indicated DCs subsets. Each dot represents individual mouse. Mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. **(D)** Pseudocolor plots showing FoxP3 and Rorγt expression in small intestine CD4^+^TCRβ^+^ cells of *R1*^*+/+*^*: R3*^*+/+*^ and *R1*^*F/F*^*: R3*^*F/F*^ mice harboring *CD11c-Cre*.

**Figure 2.**
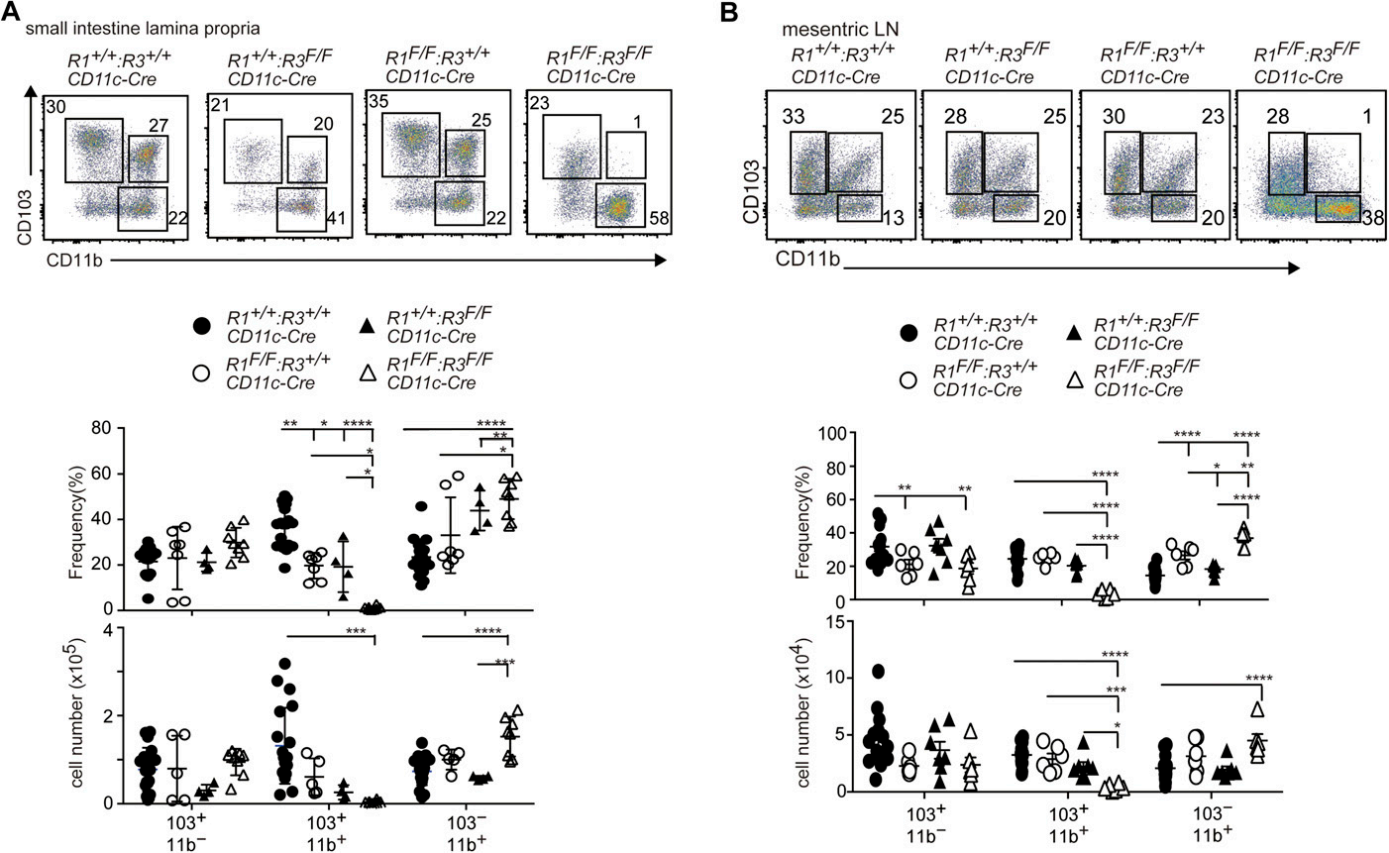
Loss of CD103^+^CD11b^+^ gut DC subset in the absence of both Runx1 and Runx3. **(A)** Pseudocolor blots showing CD103 and CD11b expression in small intestine DCs of *Runx1(R1)*^*+/+*^: *Runx3(R3)*^+/+^, *R1*^*+/+*^*: R3*^*F/F*^, *R1*^*F/F*^*: R3*^*+/+*^, and *R1*^*F/F*^: *R3*^*F/F*^ mice harboring *CD11c-Cre*. Graphs at the bottom show the summary of the percentage and cell numbers of indicated DCs subsets. **(B)** Pseudocolor blots showing gating strategy to define migratory DCs in mesenteric lymph nodes. Contour plots showing CD103 and CD11b expression in CD11c^lo^MHC-II^hi^ migratory DCs. Graphs at the bottom show the summary of the percentage and cell numbers of indicated mesenteric LN DCs subset. Each dot represents individual mouse. Mean ± SD. Numbers in the plots indicate the percentage of cells in each region. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

### Impaired Rorγt^+^ T-cell differentiation by lack of Runx/Cbfβ in DCs

One of the important functions of gut DCs is to prime CD4^+^ Th cells to differentiate into effector Th subsets such as FoxP3^+^ iTreg and Rorγt^+^ Th17 cells (Durai & Murphy, 2016). Because CD103^+^CD11b^+^ cDC2s were shown to support differentiation of both iTreg and Th17 cells (Lewis et al, 2011; Persson et al, 2013; Bain et al, 2017), we examined the expression of FoxP3 and Rorγt in the lamina propria CD4^+^ T-cell population. In *Cbfb*^*F/F*^*: CD11c-Cre* mice, the relative numbers of both FoxP3^+^Rorγt^+^ and FoxP3^−^Rorγt^+^ cells were significantly decreased in the small intestine (Fig 3A), whereas the reduction of such Rorγt^+^ T cells was not obvious in the large intestine (data not shown). Inactivation of both *Runx1* and *Runx3* genes in DCs also led to the decrease in small intestine Rorγt^+^ CD4^+^ T cells (Fig S3D). These observations suggest an essential role of Runx/Cbfβ in DCs to support the differentiation of Rorγt^+^ T cells.

**Figure 3.**
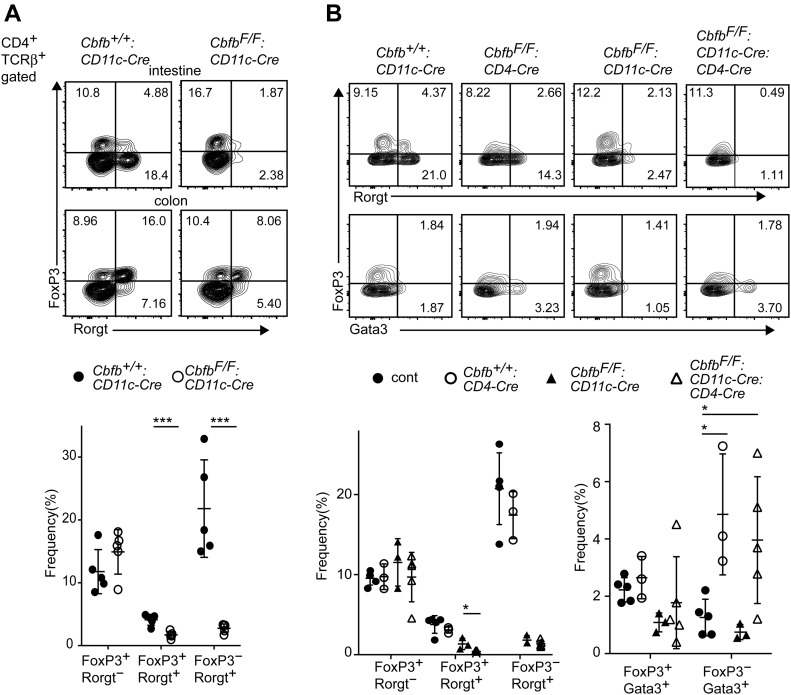
Impaired differentiation of Rorγt^+^ Treg and Th17 cells by loss of Runx/Cbfβ complexes in DCs. **(A)** Contour plots showing FoxP3 and Rorγt expression in small intestine CD4^+^TCRβ^+^ cells of *Cbfb*^*+/+*^*: CD11c-Cre* and *Cbfb*^*F/F*^*: CD11c-Cre* mice. Graph at the bottom shows the summary of the percentage of indicated T-cell subsets. **(B)** Contour plots showing FoxP3, Rorγt and Gata3 expression in small intestine CD4^+^TCRβ^+^ cells of *Cbfb*^*+/+*^*: CD11c-Cre*, *Cbfb*^*F/F*^*: CD4-Cre Cbfb*^*F/F*^*: CD11c-Cre*, and *Cbfb*^*F/F*^*: CD11c-Cre: CD4-Cre* mice. Graphs at the bottom show the summary of the percentage of indicated T-cell subsets. Numbers in the contour plots indicate the percentage of cells in each quadrant. Each dot represents individual mouse. Mean ± SD. *P < 0.05, ***P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

Functions of Runx/Cbfβ in T cells were shown to be important for the development of Treg (Kitoh et al, 2009; Rudra et al, 2009) and Th17 cells (Zhang et al, 2008). Previous report detected a leaky expression of the *CD11c-Cre* transgene in T lymphocytes (Bain et al, 2017). Similarly, we detected *CD11c-Cre*–mediated recombination of *Cbfb* gene to some extents in gut CD4^+^ T cells (Fig S1B). To examine cell intrinsic effects of *Cbfb* inactivation on the differentiation of gut Th17 and Treg cells, we inactivated Cbfb gene in T cells using CD4-Cre transgene (*Cbfb*^*F/F*^*: CD4-Cre* mice) and compared gut CD4^+^ T-cell subsets between *Cbfb*^*F/F*^*: CD11c-Cre* and *Cbfb*^*F/F*^*: CD4-Cre* mice. As previously reported (Kitoh et al, 2009; Rudra et al, 2009), FoxP3 expression level was slightly decreased upon inactivation of *Cbfb* in T cells by *CD4-Cre* transgene, whereas the relative numbers of FoxP3^−^Rorγt^+^ Th17 cells were not affected (Fig 3B). Instead, loss of Cbfβ in T cells resulted in an increase in FoxP3^−^Gata3^+^ Th2 cells in the small intestine (Fig 3B), presumably in part due to a failure of *Il-4* silencing (Naoe et al, 2007) and loss of Runx3-mediated antagonism against Gata3 function (Yagi et al, 2010). We also examined the effect of combinational loss of Cbfβ in T cells with Cbfβ deficiency in DCs. In the gut of *Cbfb*^*F/F*^*: CD11c-Cre: CD4-Cre* mice, reduction of Rorγt^+^ cells, in particular FoxP3^+^Rorγt^+^ cells, tended to be enhanced, indicating that the loss of Runx/Cbfβ in both T cells and DC synergistically impacts the differentiation of Rorγt^+^ T cells.

We previously showed that Rorγt^+^ expression in group 3 innate lymphoid cells (ILC3) and lymphoid tissue inducer (LTi) cells is lost by removal of a single intronic enhancer (*E-11*), which locates 11 kb downstream from the *Rorgt* transcriptional start site and is occupied by Runx/Cbfβ complexes in thymocytes (Tenno et al, 2018). To further examine the Runx-mediated T-cell–intrinsic mechanism for Rorγt^+^ induction, we first addressed a role of the *E-11* for Rorγt expression in T cells using the *Rorc*^*gfp:ΔE−11*^ reporter allele in which the *E-11* enhancer was removed from the *Rorc*^*gfp*^ allele. In the small ILP of *Rorc*^*+/gfp:ΔE−11*^ mice, Rorγt^+^ T cells were developed. However, GFP expression from the *Rorc*^*gfp:ΔE−11*^ reporter allele was not detected (Fig S4A). Similarly, Rorγt^+^ cells were absent from the small ILP of *Rorc*^*ΔE−11/ΔE−11*^mice lacking the *E-11* enhancer in the *Rorc* locus. In addition, Rorγt-expressing cells in non–T-cell population, which correspond to ILC3 and LTi, were lost in *Rorc*^*ΔE−11/ΔE−11*^ mice (Fig S4B), whereas the level of Rorγt^+^ in DP thymocytes was just reduced to the half of the one detected in control cells. In addition, naïve CD4^+^ T cells from *Rorc*^*ΔE−11/ΔE−11*^ mice failed to differentiate into IL-17–producing Th17 cells in Th17-inducing culture condition (Fig S4B). These results demonstrated that the *E-11* enhancer is crucial for Rorγt^+^ expression during in vivo and in vitro differentiation to Th17, whereas other regulatory regions partially compensate Rorγt induction in DP thymocytes.

**Figure S4.**
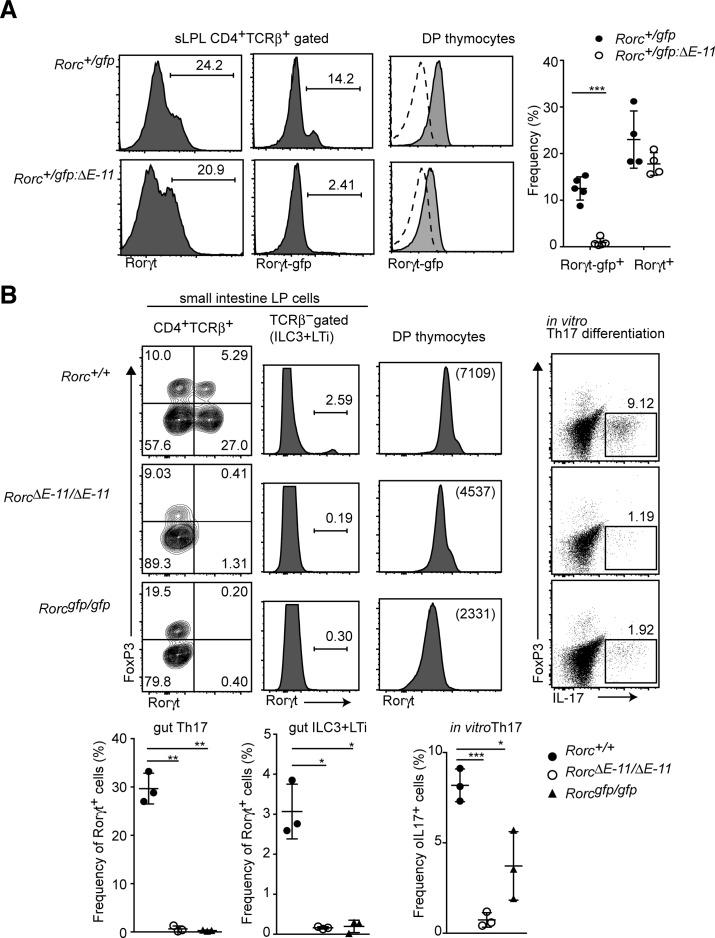
An intronic E-11 enhancer in the Rorc locus is essential for Th17 differentiation. **(A)** Histograms showing Rorγt and Rorγt-gfp expression in small intestine CD4^+^TCRβ^+^ cells of *Rorc*^+/*gfp*^ and *Rorc*^+/*gfp:ΔE−11*^ mice. The right histograms showing Rorγt-gfp expression in DP thymocytes. The dotted lines indicate Rorγt-gfp expression from *Rorc*^*+/+*^ mice. Graphs at the right show the summary of the percentage of Rorγt-gfp^+^ and Rorγt^+^ cells. **(B)** Left contour blots showing FoxP3 and Rorγt expression in small intestine CD4^+^TCRβ^+^ cells of *Rorc*^*+/+*^, *Rorc*^ΔE−11/ΔE−11^, and *Rorc*^*gfp/gfp*^ mice. Histograms at the left show Rorγt expression in TCRβ^−^ population, including ILC3 and LTi cells. Histograms at the right show Rorγt expression in DP thymocytes. Dot blots at the right show FoxP3 and IL-17 expression after PMA/ionomycin stimulation in CD4^+^ T cells cultured under Th17-inducing condition. Graphs at the bottom show the summary of the percentage of Rorγt^+^ cells or IL-17^+^ cells. Each dot represents individual mouse. Mean ± SD. Numbers in the dot plots and histograms indicate the percentage of cells in each quadrant or region and numbers in parenthesis indicate mean fluorescent intensity. *P < 0.05, **P <0.01, **P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

### Impaired signatures of CD103^−^CD11b^+^ cDC2 in the absence of Cbfβ

Our results showed that the loss of Runx/Cbfβ during cDC development resulted in loss of CD103^+^CD11b^+^ cDC2s and a severe reduction in Rorγt-expressing T cells in the small intestine. A specific loss of CD103^+^CD11b^+^ cDC2s was also observed in other mutant mouse strains, such as the *Notch2*^*F/F*^*: CD11c-Cre*, *Irf4*^*F/F*^*: CD11c-Cre*, and *Tgfbr2*^*F/F*^*: CD11c-Cre* mice (Lewis et al, 2011; Persson et al, 2013; Satpathy et al, 2013; Schlitzer et al, 2013; Bain et al, 2017). However, the degree of Th17 cells reduction reported in those mice seems to be less than that in *Cbfb*^*F/F*^*: CD11c-Cre* mice. Indeed, a significant proportion of Roγt^+^ T cells remained in *Notch2*^*F/F*^*: CD11c-Cre* mice (Fig 4A), although the relative numbers of Roγt^+^ T cells tended to be reduced when compared with that of control mice. Thus, the relative numbers of Rorγt^+^ T cells were more than twofolds lower in *Cbfb*^*F/F*^*: CD11c-Cre* mice than that in *Notch2*^*F/F*^*: CD11c-Cre* mice (Figs 3A and 4A), whereas the degree of CD103^+^CD11b^+^ cDC2s reduction was comparable between these two strains. Interestingly, the percentages of CD103^+^ cells in CD101^+^CD11b^+^ cDC2s of *Notch2*^*F/F*^*: CD11c-Cre* mice were lower than that of control mice but were higher than that of *Cbfb*^*F/F*^*: CD11c-Cre* (Fig 4B). These observations suggested that the impaired survival of CD103^+^CD11b^+^ cDC2s might occur by loss of Notch2, whereas developmental inhibition is likely to be the main mechanism for reduction of CD103^+^CD11b^+^ cDC2s in *Cbfb*^*F/F*^*: CD11c-Cre* mice, as was observed in the case of the loss of TGFβ receptor signaling (Bain et al, 2017).

**Figure 4.**
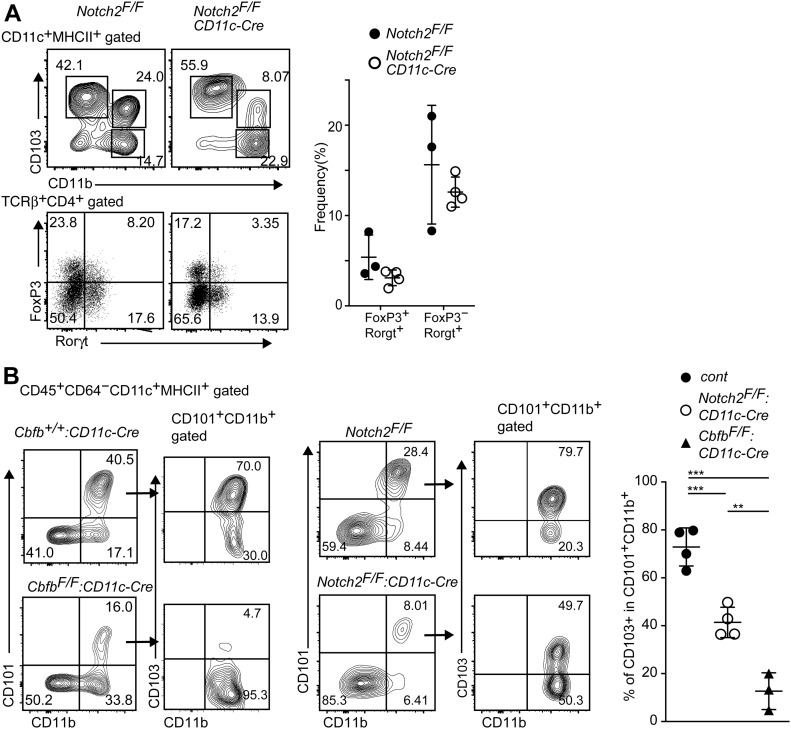
Unique requirement for Runx/Cbfβ in regulating differentiation of CD103^+^CD11b^+^ cDCs. **(A)** Contour plots showing CD103 and CD11b expression in small intestine CD11c^+^MHC-II^+^ DCs (upper) and FoxP3 and Rorγt expression in CD4^+^TCRβ^+^ cells (lower) of *Notch2*^*F/F*^, *Notch2*^*F/F*^*: CD11c-Cre* mice. Graph at the right shows the summary of the percentage of indicated T-cell subsets. **(B)** Contour plots showing CD101 and CD11b expression in small intestine CD11c^+^MHC-II^+^ DCs of *Cbfb*^*+/+*^*: CD11c-Cre*, *Cbfb*^*F/F*^*: CD11c-Cre*, and *Notch2*^*F/F*^*: CD11c-Cre* mice. Expression of CD103 and CD11b in CD101^+^CD11b^+^ cells are shown in the right contour plots. Graph at the right shows the summary of the percentage of CD101^+^CD11b^+^ cells of *Cbfb*^*+/+*^*: CD11c-Cre*, *Cbfb*^*F/F*^*: CD11c-Cre*, and *Notch2*^*F/F*^*: CD11c-Cre* mice. Each dot represents individual mouse. Mean ± SD. **P < 0.01, ***P < 0.001. Statistical analyses were performed by Student’s unpaired *t* test.

It is conceivable that the severer loss of Rorγt^+^ T cells in *Cbfb*^*F/F*^*: CD11c-Cre* is not caused simply by the loss of CD103^+^CD11b^+^ cDC2s, and that the functions of other DCs supporting Rorγt^+^ T-cell differentiation might also be impaired by the loss of Cbfβ. We, therefore, examined the gene expression profiles of Cbfβ-deficient CD103^+^CD11b^−^ and CD103^−^CD11b^+^ DCs by RNA-seq. 

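CD103+CD11b- and CD103-CD11b+ DCs from the small intestine of control mice and of mice labelled cKO for *Cbfb* were sequenced, with 3 samples per group and 12 samples in all. The authors deposited the number of reads that they counted on each gene, without normalization. Between 2161929 and 5863484 reads per sample were counted on genes. The median was 4254748 for control CD103+CD11b- DCs, 4052520 for cKO CD103+CD11b- DCs, 3600773 for control CD103-CD11b+ DCs and 4236038 for cKO CD103-CD11b+ DCs. The 20 genes with the most counts took between 2.41% and 3.93% of a sample's counts. Counts were normalized for library size by edgeR's TMM method and are given as CPM from edgeR's cpm function. Genotypes were compared within each subset in 1 model of the 4 groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the false discovery rate (FDR) is the adjusted p of that test. Sampling noise is smallest for genes with many counts, and 3 samples per group limit what the test can show for the others. *Cbfb* (ENSMUSG00000031885) lies on chromosome 8 of GRCm38 from 105170674 to 105217989. Its level in the 3 control CD103+CD11b- samples was 228, 216 and 199 CPM, with a mean of 214 ± 14.8 (SD, n = 3), and in the 3 samples labelled cKO it was 221, 215 and 290 CPM, with a mean of 242 ± 41.9 (SD, n = 3). The mean in CD103-CD11b+ DCs was 188 ± 28.2 CPM (SD, n = 3) in the control samples and 207 ± 56.9 (SD, n = 3) in the samples labelled cKO, where the single values were 180, 170 and 273 CPM. The log2 fold change was 0.17 in CD103+CD11b- DCs (standard error 0.19, adjusted p = 0.876) and 0.14 in CD103-CD11b+ DCs (standard error 0.19, adjusted p = 0.744), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 3 of the cKO CD103-CD11b+ DCs, the log2 fold change in this subset was -0.10. These differences are smaller than the spread between replicates. Counts over the whole gene do not separate the genotypes and so do not check the labels, and the groups are named as the samples were labelled.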

Principle component analyses (PCA) indicated that CD103^−^CD11b^+^ DCs became more different from control cells in PC2 values upon loss of Cbfβ (Fig 5A). 

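The PCA was run with prcomp on the log2 CPM, with a prior count of 2, of the genes that differed among the 4 groups at an FDR under 0.01. PC1 held 71.1% of the variance and PC2 held 11.4%. Among CD103-CD11b+ DCs, the mean PC2 score was 23.2 ± 4.24 (SD, n = 3) for the control samples and -28.3 ± 5.77 (SD, n = 3) for the samples labelled cKO. This shift is -84.8% of the range of PC2 scores, against a spread between replicates of 8.32% of the range. Among CD103+CD11b- DCs, it was 6.65 ± 4.70 (SD, n = 3) for the control samples and -1.53 ± 1.68 (SD, n = 3) for the samples labelled cKO, a shift of -13.5% of the range against a spread of 5.81%. In each subset, every cKO sample had a lower PC2 score than every control sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow, so that p under 0.05 cannot be reached). The genes were selected with the group labels, so a separation of the groups on them is partly fixed in advance and p does not allow for it. On PC1, the mean score rose by 12.6 in CD103-CD11b+ DCs (exact permutation test, p = 0.2) and by 18.4 in CD103+CD11b- DCs (exact permutation test, p = 0.1). Over all tested genes, the root mean square difference in log2 CPM between a cKO and a control sample averaged 1.12 in CD103-CD11b+ DCs and 0.870 in CD103+CD11b- DCs. Samples of the same genotype differed by 0.994 and 0.789 on average. Among the settings that keep all 12 samples, the shifts moved most when the PCA covered all tested genes, where they were -39.0% in CD103-CD11b+ DCs and 7.25% in CD103+CD11b- DCs. With each sample left out in turn, the smaller shift ran from -61.0% to 45.9%, so that its direction depends on the genes used and on single samples. With the replicate number as a replicate block in the test that selects the genes, they were -85.1% and -15.0%. In the pairing check, deviations from the group mean correlated at r = 0.145 on average between samples of different groups with the same replicate number and at r = -0.0730 between those with different numbers, across genes, which are not independent replicates. Deviations from a group mean cancel within the group, so the second r largely follows from the first and is no separate comparison.

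**Figure D1:**
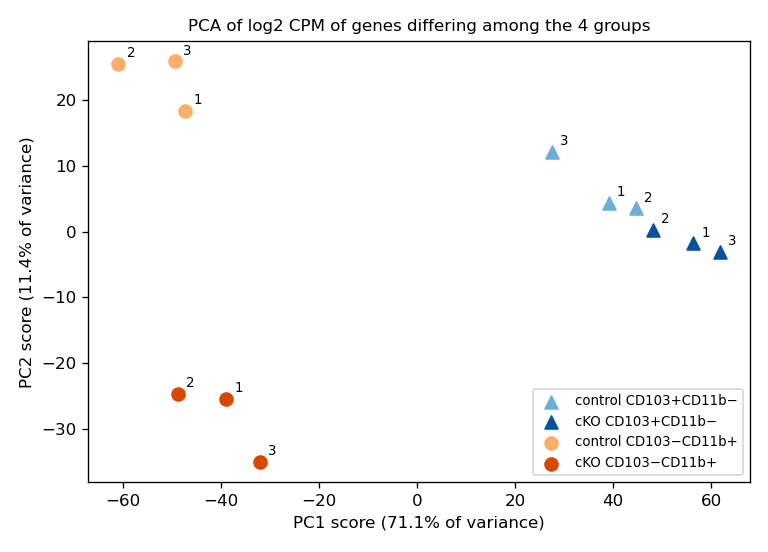
PC1 score (71.1% of variance) against PC2 score (11.4% of variance) of the 12 samples, numbered by replicate. Triangles are CD103+CD11b- DCs and circles CD103-CD11b+ DCs; the control and cKO circles lie apart on PC2, and the triangles lie between them.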

In CD103^−^CD11b^+^ DCs, more genes were up-regulated upon loss of Cbfβ, such as IL-18, than down-regulated in their expression levels (Fig 5B and C). 

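Between cKO and control CD103-CD11b+ DCs, 331 genes changed, 228 of them (68.9%) higher and the others lower in the samples labelled cKO, at a fold change over 1.3 and an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of these genes had all 3 cKO samples on one side of all 3 control samples. At an unadjusted p under 0.05 the order of the counts was the opposite, with 1706 genes higher and 1884 lower. Among the alternatives, the fit to the 6 CD103-CD11b+ samples alone gave the fewest genes, with 27 higher and 2 lower, and DESeq2 gave the most, with 659 higher and 477 lower. With the replicate number as a block (replicate block), 560 genes were higher and 289 lower. In the pairing check within a subset, deviations from the group mean correlated at r = 0.103 on average between a cKO and a control sample with the same replicate number and at r = -0.0493 between those with different numbers. Here too the second r largely follows from the first. *Il18* (ENSMUSG00000039217) lies on chromosome 9 of GRCm38 from 50554827 to 50581840. It rose from 4.44 ± 1.84 CPM (SD, n = 3) in control to 32.5 ± 2.73 CPM (SD, n = 3) in cKO CD103-CD11b+ DCs, a log2 fold change of 2.85 (standard error 0.39, adjusted p = 0.00656 from the same edgeR test). With each of the 6 samples left out in turn, the log2 fold change stayed between 2.57 and 3.11. In the fit to the 6 samples alone its adjusted p was 0.0543. Levels of *Il18* in CD103+CD11b- DCs were 1.48 CPM in control and 4.57 CPM in cKO samples, a log2 fold change of 1.52 (standard error 0.43, adjusted p = 0.151 from the same edgeR test). The difference of the 2 log2 fold changes was 1.33 (standard error 0.58, adjusted p = 0.423 from the same edgeR test). A different effect on *Il18* in the 2 subsets was thus not shown in this model, which has no replicate block. The genes with the smallest p among those that rose were *Itgad*, *Clec12a*, *Gm2065*, *Rab30* and *Adgrl3*. *Itgad* (ENSMUSG00000070369, chromosome 7, 128154376 to 128223816) rose from 7.27 ± 1.93 to 172 ± 14.6 CPM (SD, n = 3), and *Clec12a* (ENSMUSG00000053063, chromosome 6, 129342691 to 129365303) rose from 29.4 ± 5.56 to 143 ± 28.6 CPM (SD, n = 3). Among those that fell, *Palm*, *Rab3d*, *Il22ra2*, *Plekha5* and *Ppp1r3d* had the smallest p. *Palm* (ENSMUSG00000035863, chromosome 10, 79793572 to 79820896) fell from 83.5 ± 10.6 to 29.1 ± 2.64 CPM (SD, n = 3). The paper set out from the possibility that DCs other than CD103+CD11b+ cDC2s might also be impaired by the loss of Cbfβ. From the genes changed in this subset, the paper states that more genes were up-regulated than down-regulated and names IL-18 among the former.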

Interestingly, IL-18 was shown to limit colonic Th17 cell differentiation (Harrison et al, 2015). 

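Within CD103+CD11b- DCs, 46 genes were higher and 164 genes were lower in the samples labelled cKO at the same limits of fold change and FDR, again from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All of them had the 3 cKO samples on one side of the 3 control samples. At an unadjusted p under 0.05, 800 genes were higher and 1366 lower. With the replicate block, 124 genes were higher and 398 lower. With DESeq2 the counts were 220 and 435, and no setting tried made the higher genes outnumber the lower ones at these limits. *Slc25a26*, *Dnajc27*, *Phka2*, *Ptgs1* and *Polg* had the smallest p among the genes that rose, and *Arap2*, *Trem1*, *Pcyt1a*, *Cd300a* and *Il22ra2* among those that fell. *Arap2* (ENSMUSG00000037999) lies on chromosome 5 of GRCm38 from 62602445 to 62766159 and went from 78.9 ± 12.8 CPM (SD, n = 3) to 15.8 ± 1.63 CPM (SD, n = 3), a log2 fold change of -2.32 (standard error 0.16, adjusted p = 0.000361 from the same edgeR test). In CD103-CD11b+ DCs its log2 fold change was 0.25 (standard error 0.15, adjusted p = 0.406 from the same edgeR test). *Trem1* (ENSMUSG00000042265, chromosome 17, 48232768 to 48246924) had 34.0 ± 11.5 CPM (SD, n = 3) in control samples and no count in any cKO sample of this subset, where 3 counts correspond to between 0.696 and 1.13 CPM. Such a level covers counting error only. *Slc25a26* (ENSMUSG00000045100, chromosome 6, 94500331 to 94604672) rose from 81.3 ± 7.75 to 185 ± 16.8 CPM (SD, n = 3), a log2 fold change of 1.19 (standard error 0.12, adjusted p = 0.00174 from the same edgeR test). Of the genes changed in both subsets, 14 rose in both, 13 fell in both, and 7 rose in CD103-CD11b+ but fell in CD103+CD11b- DCs.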

On the contrary, in CD103^+^CD11b^−^ DCs, more genes were down-regulated upon loss of Cbfβ, than up-regulated (Fig 5A). Recently, IL22ra2, one of the down-regulated genes in both CD103^+^CD11b^−^ and CD103^−^CD11b^+^ DCs, was shown to be decreased by IL-18 and be involved in the control of intestinal tissue damage (Huber et al, 2012).

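*Il22ra2* (ENSMUSG00000039760) lies on chromosome 10 of GRCm38 from 19621998 to 19634681. In CD103+CD11b- DCs it went from 185 ± 45.1 CPM (SD, n = 3) in control samples to 2.41 ± 1.80 CPM (SD, n = 3) in the samples labelled cKO, a log2 fold change of -6.23 (standard error 0.58, adjusted p = 0.00149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CD103-CD11b+ DCs it went from 187 ± 63.3 CPM (SD, n = 3) to 10.1 ± 6.77 CPM (SD, n = 3), a log2 fold change of -4.31 (standard error 0.51, adjusted p = 0.00298 from the same edgeR test). With each sample of the comparison left out in turn, the log2 fold change lay between -7.11 and -5.77 in CD103+CD11b- DCs and between -4.90 and -3.95 in CD103-CD11b+ DCs. With the replicate block, Il22ra2 in cKO CD103+CD11b- DCs changed by -6.20. Fitted to the 6 CD103-CD11b+ samples alone, the adjusted p in that subset was 0.0543 from the same edgeR test. The difference of the 2 log2 fold changes was 1.92 (standard error 0.74, adjusted p = 0.350 from the same edgeR test). No difference between the subsets was shown for *Il22ra2* in control mice, with a log2 fold change of 0.02 (standard error 0.42, adjusted p = 0.985 from the same edgeR test).

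**Figure D2:**
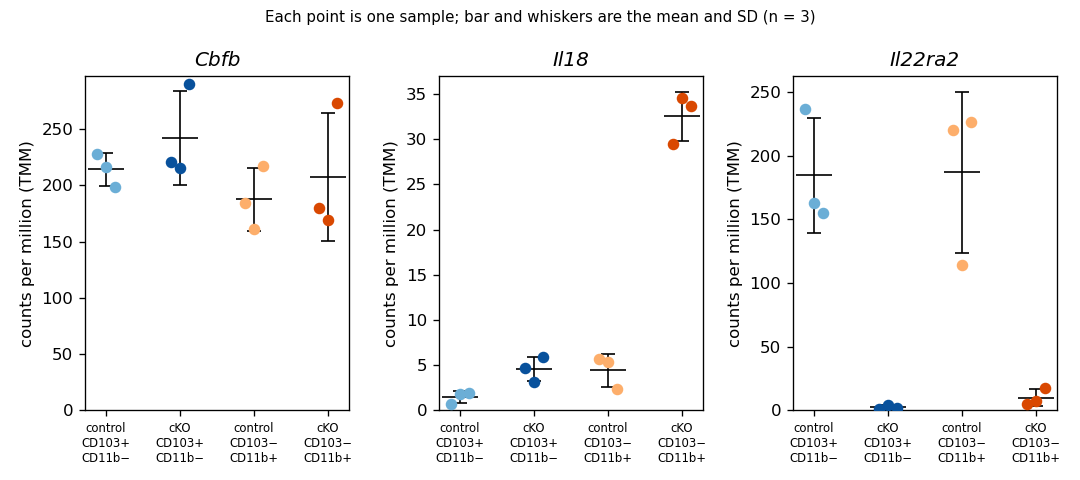
CPM of *Cbfb*, *Il18* and *Il22ra2* in the 4 groups, where each point is 1 sample and the bar and whiskers are the mean and SD (n = 3). *Cbfb* overlaps between genotypes, *Il18* is highest in cKO CD103-CD11b+ DCs, and *Il22ra2* is near 0 in both cKO groups.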

**Figure 5.**
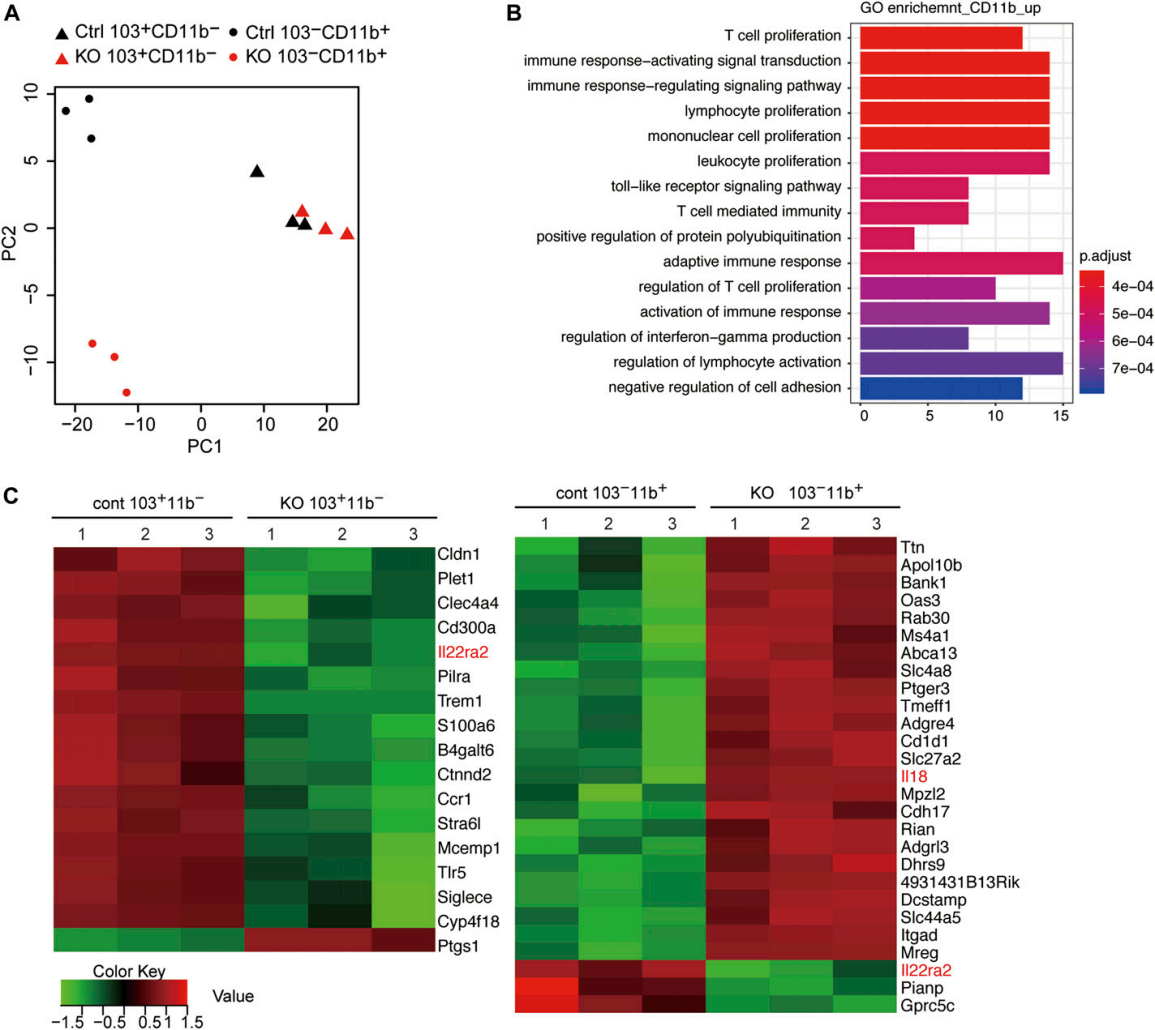
Requirement for Runx/Cbfβ complexes for CD103^−^CD11b^+^ function supporting differentiation of Rorγt^+^ T cells. **(A)** PCA of RNA-seq showing relationship of *wild-type* (Ctrl) and *Cbfb*^*F/F*^*: CD11c-Cre* (KO) CD103^+^CD11b^−^ (triangle) and CD103^−^CD11b^+^ (oval) small intestine DCs. **(B)** Gene Ontology enrichment analyses showing up-regulated gene signatures in *Cbfb*^*F/F*^*: CD11c-Cre* CD103^−^CD11b^+^ cDC subset relative to control CD103^−^CD11b^+^ cDC subset. **(C)** Heat map showing most differentially expressed genes (fivefold changes, FDR < 0.01) in CD103^+^CD11b^−^ (left) and CD103^−^CD11b^+^ (right) DCs relative to control cells detected by RNA-seq. RNA-seq were performed with three samples sorted from three different mice.

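The heat map of Fig 5C names 27 genes for CD103-CD11b+ DCs, 24 of them drawn as higher and 3 as lower, and 17 genes for CD103+CD11b- DCs, 1 drawn as higher and 16 as lower. At a fold change over 5 and an FDR under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 27 and all 17 were found here with the direction drawn in the heat map. The reading of the paper's filter on low counts was itself chosen from this heat map, so full recovery is partly fixed in advance. With the stricter reading, 7 of the 17 genes for CD103+CD11b- DCs were found. The genes drawn as higher in CD103-CD11b+ DCs had log2 fold changes from 2.33 (*Tmeff1*) to 6.14 (ENSMUSG00000108354), and those drawn as lower were *Il22ra2*, *Gprc5c* (-2.56) and *Pianp* (-2.39). ENSMUSG00000108354 lies within *Itgad* on the other strand, and the reads were counted without regard to strand. *Cd1d1* has a close paralog, *Cd1d2*, and *Clec4a4* and *Apol10b* belong to families of similar genes, and the authors' limit on mapping quality removes reads that map equally well to more than 1 gene. The genes drawn as lower in CD103+CD11b- DCs ran from -10.04 (*Trem1*) to -2.67 (*B4galt6*), and *Ptgs1* rose by 4.21. *Trem1* had no count in any cKO sample of this subset, so the size of its fall is set by the fit and not measured. The next largest fall was that of *Il22ra2* (-6.23). *Ptgs1* (ENSMUSG00000047250, chromosome 2, 36230426 to 36252272) rose from 9.22 ± 1.74 to 174 ± 45.4 CPM (SD, n = 3). *Clec4a4* (ENSMUSG00000059639, chromosome 6, 122990367 to 123024105) moved in opposite directions in the 2 subsets. It went from 5.87 ± 0.927 to 0.293 ± 0.258 CPM (SD, n = 3) in CD103+CD11b- DCs and from 11.6 ± 3.37 to 38.1 ± 3.76 CPM (SD, n = 3) in CD103-CD11b+ DCs. *Ms4a1* (ENSMUSG00000024673) rose from 5.49 ± 3.00 to 73.0 ± 25.9 CPM (SD, n = 3) and *Bank1* (ENSMUSG00000037922) by a log2 fold change of 2.91 in CD103-CD11b+ DCs. A list of other B-cell genes had a median log2 fold change of 1.36 in the same comparison, with none of the 10 at an FDR under 0.05 and 3 at an unadjusted p under 0.05. At the same limits, 27 genes rose and 4 fell in CD103-CD11b+ DCs, and 1 rose and 18 fell in CD103+CD11b- DCs. Only *Il22ra2* passed these limits in both subsets. Of the 18 genes that fell in CD103+CD11b- DCs, 17 had a higher mean in control CD103-CD11b+ than in control CD103+CD11b- DCs.

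**Figure D3:**
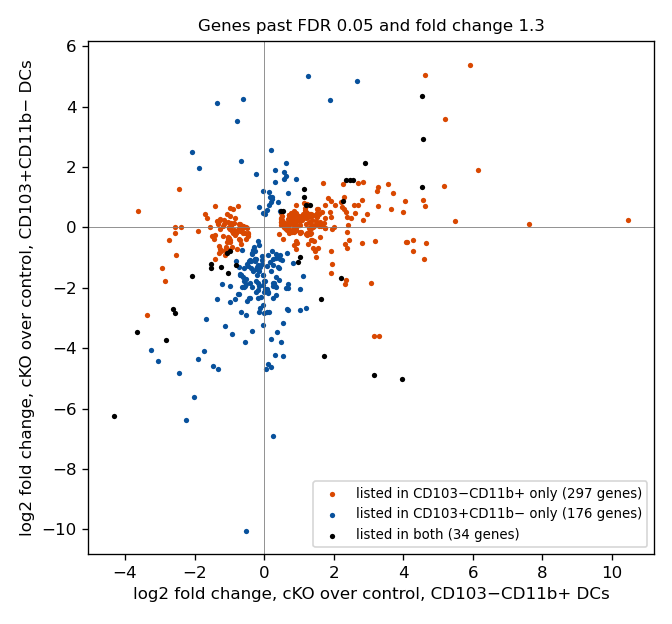
Log2 fold change, cKO over control, of genes past an FDR of 0.05 and a fold change of 1.3, in CD103-CD11b+ DCs (horizontal axis) and CD103+CD11b- DCs (vertical axis). Each point is 1 gene, coloured by the subset in which it passed. A gene that passed in 1 subset only can also have moved in the other, so the colour does not show a different effect.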

### Spontaneous colitis development in *Cbfb*^*F/F*^*: CD11c-Cre* mice

Our results indicate that the loss of Cbfβ during cDC development led to significant changes in cDC and Th-cell composition in the intestine. It was reported that Runx3 loss in hematopoietic cells (Brenner et al, 2004) and loss of CD103^+^CD11b^+^ cDC2s by lack of TGFβ receptor signaling (Bain et al, 2017) resulted in spontaneous colitis development. Interestingly, *Cbfb*^*F/F*^*: CD11c-Cre* mice tended to develop colitis spontaneously around 6 mo and later, although significant histological changes were not observed at 7 wk old when differentiations of gut DCs and Th subsets were analyzed (Figs 6A and S5). Despite different cellular compositions in the intestine and colitis development in *Cbfb*^*F/F*^*: CD11c-Cre* mice, the composition of the commensal gut microbiota assessed by feces of 5-mo-old *Cbfb*^*F/F*^*: CD11c-Cre* mice were not significantly different from that in control mice (Fig S6), except for an increase in segmented filamentous bacteria (SFB) (Fig 6B), a known inducer of Th17 differentiation (Ivanov et al, 2009). These observations confirmed that the decreased Th17 differentiation that we observed is not caused by lack of SFB in microbiota.

**Figure 6.**
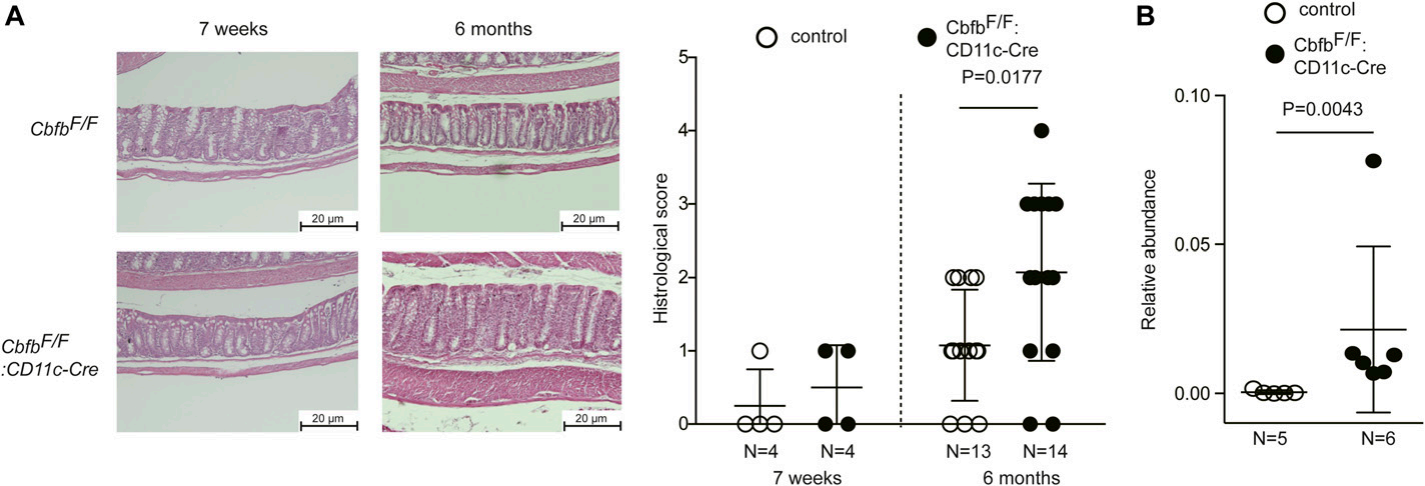
Spontaneous colitis development by lack of Cbfβ in gut DCs. **(A)** Representative colon histology of 7-wk and 6–9-mo-old control and *Cbfb*^*F/F*^*: CD11c-Cre* mice by hematoxylin and eosin staining. Scale bar, 20 μm. Graph at the right shows the summary of histological scoring. Scale bar, 20 μm. **(B)** Results of gut microbiotas analyses of 5-mo-old mice showing increased proportion of SFB in *Cbfb*^*F/F*^*: CD11c-Cre* mice. *P* values were analyzed by Mann–Whitney test.

**Figure S5.**
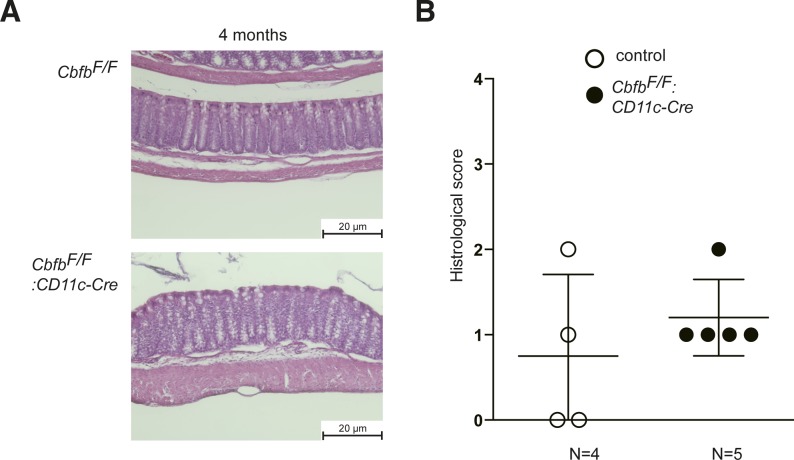
Spontaneous colitis development by lack of Cbfb in gut DCs. **(A)** Representative colon histology of 4-mo-old control and *Cbfb*^*F/F*^*: CD11c-Cre* mice by hematoxylin and eosin staining. Scale bar, 20 μm. **(B)** Graph showing summary of histological scoring. Each dot represents individual mouse. *P* values were analyzed by Mann–Whitney test.

**Figure S6.**
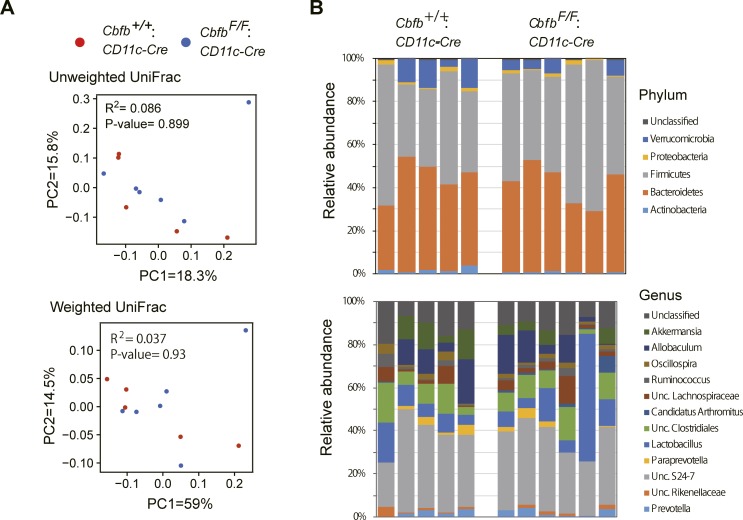
Analyses of commensal microbiotas. **(A)** Principal coordinate analysis (PCoA) plot of the intestinal microbiota from control (●) and *Cbfb*^*F/F*^*: CD11c-Cre* (●) mice using unweighted and weighted UniFrac distances (Adonis test). **(B)** Relative abundances of bacterial groups at the phylum and genus level.

## Discussion

In this work, we provide concrete genetic evidence supporting a crucial function of Runx/Cbfβ complexes in gut cDC development, not only for the differentiation of CD103^+^CD11b^+^ cDC2s but also for their polarizing activity that primes both Rorγt^+^ Th17 and type 3 Rorγt^+^ FoxP3^+^ Treg cells. Several mutant mouse lines, in which CD103^+^CD11b^+^ cDC2s in the gut was diminished or lost, have been reported. However, roles of gut cDCs in priming gut Th-cell subset still remains elusive. For example, loss or reduction of CD103^+^CD11b^+^ cDC2s in intestinal lamina upon inactivation of *Notch2* (Lewis et al, 2011; Satpathy et al, 2013) or *Irf4* genes (Schlitzer et al, 2013) or by the expression of the Langerin-diphtheria toxin A transgene (Welty et al, 2013) was shown to result in a decrease in Th17 cells without significant reduction in Foxp3^+^ Treg cells. In contrast, ablation of TGFβR during DC development led to the reduction in CD103^+^CD11b^+^ cDC2s, which was accompanied with reductions of both Th17 and Foxp3^+^ Treg cells (Bain et al, 2017). It is noteworthy that gut Rorgt^+^ CD4^+^ T cells consists of at least two types of cells, Th17 and type 3 Treg cells. Although staining of both FoxP3 and Rorγt proteins is necessary to detect these two subsets, previous studies did not always examine these two subsets, making it difficult to fairly compare the phenotype of gut effector Th cells among several mouse strains. However, reduction of Rorgt^+^ T cells, including Th17 and type 3 Treg, seems to be more severe in *Cbfb*^*F/F*^*: CD11c-Cre* mice than in *Tgfbr1*^*F/F*^*: CD11c-Cre* mice, suggesting that Runx/Cbfβ complexes may have unique roles other than transmitting TGFβ signals in regulating development or functions of gut cDCs. In line with this assumption, we found that CD101 expression in the gut and lung cDCs was nearly abolished in *Cbfb*^*F/F*^*: CD11c-Cre* mice (Fig S2), whereas it was detected on those cells after loss of TGFβR (Bain et al, 2017). This difference suggests that Runx/Cbfβ complexes might regulate DC development during earlier stages rather than later stages, which requires TGFβ signaling. CD101 expression on T lymphocytes and myeloid cells was reported to be important for preventing intestinal inflammation (Schey et al, 2016). Although relevance of CD101 expression in regulating cDCs remains unclear, it is possible that induction of CD101 expression during cDC differentiation is important for their polarizing functions of effector Th-cell differentiation.

It remains unclear whether a single DCs subset plays a predominant role in inducing both Th17 and type 3 Treg cells or distinct subpopulations of these CD103^+^CD11b^+^ cDC2s prime each T-cell subset independently. Compared with other mutant strains lacking CD103^+^CD11b^+^ cDC2s subset, the reduction in Rorγt-expressing T cells is prominent upon the loss of Cbfβ. Such clear difference may suggest a presence of another DC population that compensate the loss of CD103^+^CD11b^+^ cDC2 subset for inducing Rorγt^+^ T-cell differentiation. Previously, CD103^−^CD11b^+^ DCs was shown to have capacity to prime Th17 differentiation (Liang et al, 2016). Residual CD103^−^CD11b^+^ cDCs in *Cbfb*^*F/F*^*: CD11c-Cre* mice showed impaired gene signatures including up-regulation of the *Il-18* gene. Given a reported antagonistic function of IL-18 against Th17 differentiation (Harrison et al, 2015), ectopic IL-18 secretion from Cbfβ-deficient CD103^−^CD11b^+^ cDCs might alter the microenvironment toward inhibiting Th17 differentiation and intestinal inflammation. Consistent with a previous report showing a role of IL-18 in decreasing IL22ra2 level (Huber et al, 2012), IL22ra2 was down-regulated in both CD103^+^CD11b^−^ and CD103^−^CD11b^+^ cDC subsets. Thus, it is possible that dysfunction of remaining cDCs by loss of Runx/Cbfβ have direct or indirect roles in regulating Rorγt^+^ T-cell differentiation. Either case, Runx/Cbfβ complexes are indispensable for either differentiation or function of such cDCs subset(s).

In addition to DC function, we showed that the single intronic enhancer, *E-11*, in the *Rorc* locus is crucial to integrate signals from cDCs to induce Rorγt expression in T cells. The *E-11* enhancer contains two conserved Runx-binding sequences and is occupied by Runx/Cbfβ in thymocytes (Tenno et al, 2018). Rorγt^+^ T cells are still differentiated upon loss of Cbfβ in T cells (Fig 3B), suggesting that other transcription factors compensate Runx/Cbfβ function for activating the *E-11* enhancer. However, once DC-derived priming signals are diminished by loss of Cbfβ in cDCs, the effect of Cbfβ deficiency in T cells would be beyond such compensatory pathway. On the contrary, loss of ILC3 and LTi cells by attenuation of Runx/Cbfβ activity (Tachibana et al, 2011; Ebihara et al, 2015; Tenno et al, 2018) indicates that activation of the *E-11* enhancer in ILCs is more dependent on Runx/Cbfβ complexes.

Collectively, our results demonstrate that a single transcription factor, Runx/Cbfβ, plays an essential role in shaping type 3 immune responses by regulating the developmental program of distinct immune cells, cDCs and T cells. It is unclear whether DCs and T cells coincidentally use the same transcription factor to enhance type 3 responses, or, alternatively, whether there is uncharacterized crosstalk between cDCs and T cells that modulates the type 3 developmental program in each cell type. Evolutional pressures to efficiently mount type 3 immune responses may have led to convergence of each program, leading to the use of a common transcription factor, Runx/Cbfβ. Along with an antagonism against type 2 responses in part through suppressing IL-4 production (Djuretic et al, 2007; Naoe et al, 2007), we show here that Runx/Cbfβ complexes serve as central players for balancing type 2 and type 3 immune responses.

## Materials and Methods

### Mice

*Cbfb*^*flox*^ (Naoe et al, 2007), *Runx1*^*flox*^ (Taniuchi et al, 2002), *Runx3*^*flox*^ (Naoe et al, 2007), *Rorc*^*gfp*;ΔE−11^, and *Rorc*^ΔE−11^ mice (Tenno et al, 2018) were previously described. *Rorc*^*gfp*^ reporter mice (Eberl et al, 2004), *Cd11c-Cre* (Caton et al, 2007) mice, and *Cd4-Cre* (Lee et al, 2001) mice were obtained from Dr DR Littman, Dr Boris Reis, and Dr CB Wilson, respectively. *Notch2*^*flox*^ mice were purchased from Jackson laboratory (010525). *Cbfb*^*flox*^ strains were maintained in the animal facility at the RIKEN Center for Integrative Medical Sciences. *Runx1*^*flox*^, *Runx3*^*flox*^, and *Notch2*^*flox*^ strains were maintained in the animal facility at the SIgN. All animal experiments were performed in accordance with the protocol (28-017) approved by Institutional Animal Care and Use Committees of RIKEN Yokohama Branch and those approved by Institutional Animal Care and Use Committees of the Biological Resource Center (Agency for Science, Technology and Research, Singapore) and with the guidelines of animal care in RIKEN, Center for Integrative Medical Sciences, and the guidelines of the Agri-Food and Veterinary Authority (AVA) and the National Advisory Committee for Laboratory Animal Research of Singapore.

### Cell preparation

Single-cell suspensions from mouse intestine were prepared using a previously described method (Bogunovic et al, 2009) with some modifications. Briefly, the intestinal tissues were isolated, the intestine cut open longitudinally along the entire length, and then followed by removal of Peyer’s patches and fat. After washing with PBS, the tissues were cut into small pieces (5 mm in length) and incubated in PBS with 5 mM EDTA at 37°C for 20 min with shaking. After washing with PBS, the tissues were digested with 0.2 mg/ml collagenase IV (Sigma-Aldrich) in RPMI supplemented with 2% FCS at 37°C for 30 min with shaking. To homogenize samples, we placed tissues in syringe with 18G needle and flushed them out for 10 times, and then filtered them with 70-μm cell strainers. The cells were collected by centrifugation at 300*g* at 4°C for 5 min. The pellets were washed once with PBS and were subjected for analysis.

### Flow cytometry analyses

Single-cell suspension were stained with following antibodies purchased from BD Bioscience or eBioscience: CD3 (145-2C11), CD4 (RM4-5), CD8 (53-6.7), CD11b (M1/70), CD11c (HL3), CD45(30-F11), CD64 (X54-5/7.1), CD101(Moushi101), CD103 (2E7), TCRβ (H57-597), MHC-II (M5/114.15.2), Gata3 (TWAJ), FoxP3(FJK), and Rorγt (B2D). Runx3 antibody was purchased from BD Bioscience (R3-5G4). For intracellular staining with antibodies, the cells were permeabilized with eBioscience Foxp3/Transcription Factor Staining Buffer Set (00-5523-00). Multicolor flow cytometry analysis was performed using a BD FACSCanto II (BD Bioscience), and data were analyzed using FlowJo (Tree Star) software. Cell subsets were sorted using a BD FACSAria II (BD Biosciences).

### In vitro Th17 differentiation

Naïve CD4^+^ T cells were purified from spleens by depleting CD4-negative cells, followed by enrichment of CD62L^+^ cells using Naïve CD4^+^ T cell Isolation Kit (Miltenyi Biotec) according to the manufacture’s protocol. 1.0 × 10^5^ cells were primed with plate-bound 2 μg/ml anti-CD3 (145-2C11; BD Pharmingen) and 2 μg/ml anti-CD28 (37.51; BD Pharmingen) in 100 μl DMEM supplemented with 10% FCS in round-bottomed 96-well plates at 37°C for 3 d in the presence of 10 μg/ml anti-IL-4 and anti-IFN-γ neutralizing antibodies (BioLegend), 50 ng/ml mIL-6 (R&D) and 1 ng/ml mouse Transforming Growth Factor-β (R&D). At day 3, 100 μl of fresh medium with the above reagents were added. At day 5, the cells were stimulated with PMA/ionomycin and fixed and permeabilized with the Fixation/Permeabilization Solution kit (BD Biosciences) and were stained for IL-17 (TC11-18H10.1, BioLegend) according to the manufacture’s protocol.

### RNA-seq analysis

Expression level of Runx genes in DCs subset in wild-type mice were analyzed using GSE100393 data. To compare gene expression profiles of wild-type and Cbfβ-deficient DCs subset, RNA-seq libraries were prepared by applying a RamDA-seq method for single cell RNA-seq (Hayashi et al, 2018) with some modifications. Briefly, 218∼1000 CD103^+^CD11b^−^ and CD103^−^CD11b^+^ cells were sorted by FACSAria directly into tubes containing buffer TCL (QIAGEN). RNA was isolated using Agencourt RNAClean XP beads (Beckman Coulter). Then the RNA was eluted into 10 μl of RNase-free water and used for double strand (ds)-cDNA synthesis by RamDA-seq protocol adjusted for bulk input, which used 10 times larger reaction scale than for a single cell. After quantitation of ds-cDNA using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), 3 ng of ds-cDNA was applied for Tn5 tagmentation in a 75-μl reaction with in-house Tn5 enzyme as previously described (Hennig et al, 2018). Then the DNA was amplified by 16∼19 cycles of PCR using indexed primers and KAPA HiFi DNA Polymerase (Kapa Biosystems). The libraries were purified by Agencourt AMPure XP beads (×1.2 vol.; Beckman Coulter), quantified by quantitative PCR and pooled, and were sequenced on an Illumina HiSeq 2500 instrument in a high-output mode. Low-quality part of short reads and adapter sequences were trimmed by trim_galore (v0.5.0, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and mapped to mm10 whole genome using STAR v2.7 with a GTF file from EMBL-EBI (GRCm38.92). 

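Of the Ensembl gene identifiers in the files, 53706 (99.8%) were matched here to gene symbols and positions in GENCODE M21, an annotation of the same GRCm38 assembly that corresponds to Ensembl release 96, a later release than the one the authors used. None of the 37 mitochondrial genes in the files had a count in any of the 12 samples.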

Unmapped reads and reads mapped with low-quality scores (MAPQ < 5, 12∼20%) and duplicated reads (14∼39%) were filtered out using SAMtools view -q 5 (Li et al, 2009) and Picard Tools (Picard MarkDuplicates, http://broadinstitute.github.io/picard). 

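The counts already include these filters, so reads removed by them could not be restored or counted here. The chi-square per degree of freedom of a pair of replicates, which is near 1 for sampling noise alone, lay between 2.46 (replicates 1 and 2 of control CD103+CD11b- DCs) and 23.2 (replicates 1 and 2 of control CD103-CD11b+ DCs). Replicates are separate sorted samples, so values above 1 include differences between them and do not judge their quality.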

Reads on each gene were counted using htseq-count (Anders et al, 2015) with -s no option and a GTF file from EMBL-EBI (GRCm38.92). 

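Of all reads given to the counter in a sample, between 32.7% and 38.8% fell on genes and between 59.7% and 66.1% fell on no annotated exon. Between 19218 and 23720 genes had at least 1 count per sample, and protein-coding genes held between 94.8% and 95.8% of the counts on genes. The 5 summary lines of the counter were left out of the tests.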

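In the tests reported here, a gene was kept when it had 5 or more counts in at least 1 of the 12 samples, which left 20580 genes. A stricter reading, 5 or more counts in every sample, left 11765 genes. The filterByExpr function of edgeR kept 15636 genes, and 32529 genes had at least 1 count in any sample.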

To avoid non-informative genes, we removed genes on which counts were less than five in any samples from downstream analysis. Differentially expressed genes (2,560 genes, FDR < 0.01) were extracted with the “edgeR” package in R programming language (Robinson et al, 2010) to perform PCA using the “prcomp” function in R. To examine the most affected genes by Cbfβ deficiency in CD103^+^CD11b^−^ DCs and CD103^−^CD11b^+^ DCs, genes were further selected by fold change (fold change > 5, control versus Cbfβ-deficient cells) and were plotted as heat map after z-score normalizations. 

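A test of any difference among the 4 groups by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 2478 genes at an FDR under 0.01, and 8508 genes had an unadjusted p under 0.05. The paper's reported number is 2560. The genes with 5 or more counts in every sample gave 2327, no filter gave 3335, and edgeR's likelihood ratio test, the alternative that raised the count most, gave 5548. With the replicate number as a replicate block the count was 3326. In the pairing check of samples of the same genotype and different subset, deviations from the group mean correlated at r = 0.339 on average for the same replicate number and at r = -0.166 for different numbers. The second value largely follows from the first, because deviations cancel within a group. Tests restricted to genotype gave fewer genes, with 109 in the union of the 2 comparisons of cKO with control and 29 for genotype over both subsets. The difference between the subsets in control mice alone covered 3860 genes at an FDR under 0.05, with 2419 higher in CD103-CD11b+ and 1441 higher in CD103+CD11b- DCs. With the replicate number as a block within each genotype, it covered 5196 genes.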

For Gene Ontology enrichment analysis, 258 genes up-regulated in Cbfβ-deficient CD103^−^CD11b^+^ DCs (fold change > 1.3 and FDR < 0.05, control versus Cbfβ-deficient cells) were investigated using the “clusterProfiler” package in R (v3.8.1) (Yu et al, 2012).

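The median log2 fold change of the genes that rose in cKO CD103-CD11b+ DCs was 1.30, and that of the genes that fell was -1.03. Without the limit on fold change the number of raised genes was unchanged, and with an FDR under 0.01 in place of 0.05 it was 59. Of the genes with a fold change over 5, 7 also rose in CD103+CD11b- DCs at an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 13 had a higher mean in control CD103+CD11b- than in control CD103-CD11b+ DCs. Gene Ontology enrichment was not analysed here.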

### Histology

Colonic tissues were processed as Swiss rolls (Bialkowska et al, 2016), fixed in Mildform 10N (Wako) overnight, embedded in paraffin, and sectioned at 5-μm thickness. Histological analysis was performed after staining with hematoxylin and eosin, and the severity of colitis was scored based on the criteria (Table S1) that was previously described (Asseman et al, 1999) in a blinded fashion.

Table S1. Histological score to quantify the degree of intestinal inflammation.

### Gut microbiotas analyses

Feces were collected from 20 to 30-wk-old mice. Bacterial DNA for 16S rRNA gene sequencing was extracted as previously described (Kato et al, 2018). The V4 variable region (515F to 806R) of the respective samples was sequenced using Illumina MiSeq by following the method previously described (Kozich et al, 2013). Taxonomic assignments and the estimation of relative abundances from sequencing data were performed using the analysis pipeline of the QIIME software package (Caporaso et al, 2010). An operational taxonomic unit (OTU) was defined at 97% similarity. OTU taxonomy was assigned based on comparison with the Greengenes database, using UCLUST (Quast et al, 2013). Beta diversity was calculated using the UniFrac distance metric and visualized by principal coordinate analysis (PCoA) using weighted or unweighted UniFrac distances based on the OTU distribution across samples.

### Genomic PCR analyses

To examine the genotype of ILP CD4^+^ T cells and MHC-II^+^ CD11c^+^ DCs of *Cbfb*^*F/F*^*: CD11c-Cre* mice, DNA was prepared from sorted 5000 cells and analyzed by PCR. Primers used are CbfbEx5G2 5′-CCTCCTCATTCTAACAGGAAT-3′, CbfbEx5G3 5′-GGTTAGGAGTCATTGTGATCAC-3′ and CbfbEx5G6 5′-CATTGGATTGGCGTTACTGG-3′.

### Data analyses

Statistical analysis was performed by Student’s unpaired *t* test with GraphPad Prism6 (GraphPad software) unless otherwise stated.

## Data Availability

The sequencing data from this publication have been deposited to the Genome Expression Omnibus database under accession number GSE130380.

## Supplementary Material

Reviewer comments

# Supplementary material for: Essential functions of Runx/Cbfβ in gut conventional dendritic cells for priming Rorγt+ T cells
**Source:** Life Sci Alliance. 2019 Dec 9;3(1):e201900441. doi: 10.26508/lsa.201900441
**Supplement:** Supplementary file 1

Supplemental Table 1

| Score | Histological Change |
| --- | --- |
| 0 | There were no changes observed. |
| 1 | Minimal scattered mucosal inflammatory cell infiltrates, with or without minimal epithelial hyperplasia. |
| 2 | Mild scattered to diffuse inflammatory cell infiltrates, sometimes extending into the submucosa and associated with erosions, with minimal to mild epithelial hyperplasia and minimal to mild mucin depletion from goblet cells. |
| 3 | Mild to moderate inflammatory cell infiltrates that were sometimes transmural, often associated with ulceration, with moderate epithelial hyperplasia and mucin depletion. |
| 4 | Marked inflammatory cell infiltrates that were often transmural and associated with ulceration, with marked epithelial hyperplasia and mucin depletion. |
| 5 | Marked transmural inflammation with severe ulceration and loss of intestinal glands. |

How the deposited data were processed for this re-analysis (not part of the article)

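RNA-seq libraries of CD103+CD11b- and CD103-CD11b+ DCs sorted from the small intestine of control mice and of mice labelled cKO for *Cbfb* were used, with 3 samples in each of the 4 groups. The authors trimmed the reads, mapped them with STAR, removed reads with low mapping quality and duplicates, and counted reads on genes with htseq-count. The authors deposited raw counts per gene in 1 file per sample, without normalization. Samples were grouped by the genotype and subset in their labels. The level of *Cbfb* over the whole gene did not separate the genotypes, so the labels were not checked by it.

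Counts on genes ranged from 2161929 to 5863484 per sample. Intervals and floors from such counts cover counting error only, and the number of cells behind each library and the PCR cycles add error that they do not show. The 5 summary lines of the counter were left out. Gene symbols and positions were taken from GENCODE M21 (GRCm38). No count fell on any mitochondrial gene, so a share of mitochondrial reads was not used to judge the samples.

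Genes with 5 or more counts in at least 1 of the 12 samples were tested, 20580 in all. This reading of the paper's filter was chosen because Fig 5C lists genes, such as *Trem1*, whose cKO samples share 1 colour. Counts were normalized with the TMM method and tested with the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in 1 model of the 4 groups, with p adjusted by Benjamini-Hochberg. The comparisons were cKO with control in each subset, the difference of those effects between the subsets, the subsets in control mice, and any difference among the 4 groups. Lists of changed genes used an FDR under 0.05 and a fold change over 1.3, the genes for comparison with the heat map an FDR under 0.01 and a fold change over 5, and the PCA (prcomp) an FDR under 0.01 for any difference and log2 CPM with a prior count of 2. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

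Genes named in the text were those that the paper names or draws in its heat map, the 5 with the smallest p in each direction and subset and for the difference between subsets. Genes past a fold change of 5 that the heat map leaves out were named in addition, after the data had been seen. The same replicate numbers occur in all 4 groups, and the paper's text does not name what they share, so tests with the replicate number as a block were run beside those without it.

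The procedure was tested on simulated counts made with the means, dispersions and library sizes of the 12 samples, in which 200 genes were changed in 1 group. At a fold change of 5, edgeR's quasi-likelihood test recovered 55% of them with 3.51% false calls, and at a fold change of 2 it recovered 17% with 10.5% false calls. For a fold change of 2, false calls made up 33.3% of those of DESeq2 1.42.0 and 31.7% of those of edgeR's likelihood ratio test, and for a fold change of 5 they made up 19.9% with either tool. With the replicate block, edgeR's quasi-likelihood test recovered 57.5% at a fold change of 5 and 0.5% at a fold change of 2. The simulated counts had no difference between the subsets and no effect of the replicate number. They therefore do not judge the replicate block for the real samples. Counts were drawn with the dispersions that edgeR estimated, and calls had no limit on fold change, so the rates may not carry over to the lists given here.

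Alternatives tried were other filters on low counts, RLE normalization in edgeR, DESeq2, edgeR's likelihood ratio test, a replicate block, fits to the 6 samples of a comparison, other limits on FDR and fold change, other genes and scaling for the PCA, and leaving out each sample in turn. A correction for GC content in 20 bins of genes, alone and with the replicate block, was chosen after the data had been seen. Gene Ontology enrichment, flow cytometry, histology and microbiota data of the paper, and expression of Runx genes in other DC data that the paper cites, were not analysed here.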

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

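The tests of other splits of the samples, of GC content, of thinned counts and of reads from mixed-in CD103-CD11b+ DCs were chosen only after the results were seen. The tests of marker genes of B cells, epithelium and cDC2s were written down before those tests were run. Comparisons, limits and alternatives other than the GC-content correction were set before the data were examined.

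The effect of the genotype differed between the subsets. At an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the difference of the log2 fold changes was past the limit for 134 genes, 114 with a higher value in CD103-CD11b+ and 20 with a higher value in CD103+CD11b- DCs, and 2284 genes had an unadjusted p under 0.05. Among the named genes with such a difference, the log2 fold change in CD103-CD11b+ DCs minus that in CD103+CD11b- DCs was 9.52 for *Trem1*, 5.98 for *Clec4a4*, 4.82 for *Siglece*, 4.68 for *Ttn*, 4.64 for *Ccr1*, 4.57 for *Cdh17*, 4.53 for *Cyp4f18*, 4.24 for *ENSMUSG00000108354* and 3.91 for *Mcemp1*. It was 3.85 for *Pilra*, 3.63 for *Mpzl2*, 3.48 for *Abca13*, 3.23 for *Cd300a*, 3.19 for *Itgad*, 3.04 for *Gm2065*, 2.89 for *Stra6l*, 2.89 for *Tmeff1* and 2.57 for *Arap2*, and 2.57 for *B4galt6*, 2.53 for *Mreg*, 2.20 for *Rab30*, 2.14 for *S100a6*, 2.04 for *Cd1d1*, 2.03 for *Pag1*, 1.86 for *Dcstamp*, 1.42 for *Clec12a* and 0.98 for *Pcyt1a*. Lower values in CD103-CD11b+ DCs were -2.41 for *Pianp*, -1.20 for *Rab3d* and -1.06 for *Slc25a26*. The size of the value for *Trem1* is set by the fit, since this gene had no count in any cKO CD103+CD11b- sample. *Arap2* had the smallest adjusted p (0.00268 from the same edgeR test), and its cKO samples were lower than the control samples in 3 of 3 samples of CD103+CD11b- DCs.

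Splits of the genotype labels within the subsets were counted where they part all same-numbered pairs. As many genes with a difference arose in 2 of the 32 splits, the real one included, and 134 is the count of the real one. The other such split gave 535 genes, but it exchanges both genotype labels in 1 subset, which turns the difference of the 2 effects into their sum, so it is no arbitrary grouping. The remaining splits gave at most 18. For genes past a fold change of 5 in both subsets, 1 of the 32 splits, the real one, gave as many.

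Library size and GC content were tested as technical explanations. After GC-content correction, 100 genes still had a different effect, and with every sample thinned to 2161929 counts 85 genes did. Blocking by replicate number did not lower the count of genes whose cKO effect differs between subsets, at 330, or 328 with the block within each genotype. GC-content correction and thinning lowered the count, and neither GC content nor depth could explain all of the difference, while reads shared between similar genes (*Cd1d1* and *Clec4a4* are named above) and a batch that the labels do not give were not tested. A mislabelled sample was tested only by leaving out each sample in turn, which left from 29 to 208 genes.

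Most of the genes with a fold change over 5 that fell in cKO CD103+CD11b- DCs are higher in control CD103-CD11b+ DCs, so CD103-CD11b+ DCs mixed into the control CD103+CD11b- samples were tested as an explanation. The fallen genes reached a median of 52.6% of the level in control CD103-CD11b+ DCs (31.4% at the lowest), whereas *Itgam*, which encodes CD11b, reached between 4.04% and 5.28% in the 3 control CD103+CD11b- samples. All 18 genes lay above the highest *Itgam* share. The cells were sorted as CD11b-, however, so a low *Itgam* share was partly fixed by the sort and does not measure how many such cells were mixed in. *Adgre4* and *Adgrl3*, which the sort did not select on, were picked as examples after the results were seen. They were at 0.596 and 2.06 CPM in control CD103+CD11b- and at 37.8 and 71.6 CPM in control CD103-CD11b+ DCs. This share is far lower than that of the fallen genes, which goes against a mixture with CD103-CD11b+ DCs. It does not bear on CD103+CD11b+ cDC2s, which the paper reports as strongly reduced in these mice. Those cells were not among the sequenced groups, so their own levels are not known here. A list of cDC2 genes lay at percentile 0 of random lists in the same comparison, with a median log2 fold change of -1.69, 4 of the 10 genes at an FDR under 0.05, and 2 of the 10 higher. Of the 1408 genes with over 5-fold higher levels in control CD103-CD11b+ DCs, 48.4% were lower in cKO CD103+CD11b- DCs and 2 of them passed an FDR of 0.05. The choice uses the same control CD103+CD11b- samples as the cKO comparison and favours a rise in it, so these shares only describe the genes. It also leaves out the 18 fallen genes, which lay at 31.4% or more of the level in control CD103-CD11b+ DCs. Of these 1408 genes, 42 had no count in any CD103+CD11b- sample, and among the 713 with a mean of 5 or more counts over the 6 CD103+CD11b- samples 60.7% were lower (median log2 fold change -0.21), a choice of genes made after the results were seen. *Itgam* was higher in cKO than in control CD103+CD11b- DCs (log2 fold change 0.92, adjusted p = 0.239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 samples). A list of cDC1 genes was higher in cKO CD103+CD11b- DCs (median log2 fold change 0.42, percentile 99.99, 10 of 10 genes higher, 0 at an FDR under 0.05). A loss of other cells would give such a rise, but the list was also higher in cKO CD103-CD11b+ DCs (median 0.32, 10 of 10 genes higher). A loss of cDC2s from the sorted cells can be neither shown nor ruled out from these values. A list of plasmacytoid DC genes fell as well (median log2 fold change -1.80, percentile 0, 0 of 6 genes higher, 6 of 6 at an unadjusted p under 0.05 and 0 at an FDR under 0.05). Its sums were 2034, 1712 and 874.7 CPM in control and 619.1, 711 and 340.6 CPM in cKO samples. All 18 fallen genes fell further than the median of the list, the weakest being *Arap2* (-2.32). Within the list, only *Klk1* (-3.41) fell past that value, and *Spib* (-2.19) came next. This comparison, made after the results were seen, goes against plasmacytoid DCs as the only source of the 18 genes, unless other cells keep up the list's level. No biological explanation is put forward for the difference between the subsets, since these explanations remain.

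The paper's heat map leaves out 6 genes that passed its limits of fold change and FDR here, each with all 3 cKO samples on one side of all 3 control samples. The log2 fold change in CD103-CD11b+ DCs was 4.55 for *Meg3* (chromosome 12, 109541001 to 109571726), 3.66 for *Gm2065* (chromosome 9, 83114108 to 83116864), 2.69 for *Gm43594* (chromosome 5, 81249249 to 81252690) and -3.65 for *Ndrg4* (chromosome 8, 95676980 to 95715119). That in CD103+CD11b- DCs was -3.17 for *Il1rn* (chromosome 2, 24336853 to 24351494) and -2.32 for *Arap2*. Adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.000361 (*Arap2*) and 0.00964 (*Ndrg4*). *Gm43594* lies within *Adgrl3*, and *Meg3* lies near *Rian* on chromosome 12, both of which the heat map shows as higher in the same comparison. Levels of *Ndrg4* were low, at 8.48 ± 5.03 CPM (SD, n = 3) in control and 0.632 ± 0.108 CPM (SD, n = 3) in cKO samples. No technical or biological explanation was tested for these genes one by one.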

How the results depend on the processing

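All alternatives except the GC-content correction were chosen before the data were examined. Apart from the removal of genes by a filter on low counts, the cause of each change given here was not tested. Genes that rose in CD103-CD11b+ DCs outnumbered those that fell in 18 of 18 alternatives at a fold change over 1.3 and in 16 of 16 at a fold change over 5. Genes that fell in CD103+CD11b- DCs outnumbered those that rose in 18 of 18 and in 15 of 16. The exception is the fit without replicate 1 of the cKO CD103+CD11b- DCs, where no gene passed a fold change of 5 in either direction, while 159 rose and 284 fell at an unadjusted p under 0.05.

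With 5 or more counts required in every sample, 364 genes rose and 209 fell in CD103-CD11b+ DCs, with 2 falling over 5-fold. The heat-map genes found were 17 in CD103-CD11b+ and 7 in CD103+CD11b- DCs, and 7 genes fell over 5-fold in CD103+CD11b- DCs. These lower numbers are largely fixed by the filter, which removes genes near 0 counts in any group before the test. Of the heat-map genes for CD103+CD11b- DCs, it removed *Trem1*, *Siglece*, *Tlr5*, *Cyp4f18*, *Clec4a4*, *Mcemp1*, *Cldn1*, *Ccr1*, *Plet1* and *Il22ra2*. All those that it kept were found. No gene (0) passed a fold change of 5 in both subsets, nor did any at an unadjusted p under 0.05. *Il22ra2*, the only such gene in the main setting, had 4 counts in replicate 1 of the cKO CD103+CD11b- DCs. The filter therefore left it untested, and its absence here says nothing about its change. With filterByExpr, 160 genes fell in CD103-CD11b+ DCs and 2 rose over 5-fold in CD103+CD11b- DCs. With no filter, CD103+CD11b- DCs had 261 genes that fell, 40 of them over 5-fold, and 6 that rose over 5-fold, 5 genes passed a fold change of 5 in both subsets, and 205 had a different effect in the subsets. RLE normalization gave 228 genes that rose in CD103-CD11b+ DCs and 130 that fell in CD103+CD11b- DCs.

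With DESeq2, 5174 genes differed among the 4 groups. Of the genes in CD103-CD11b+ DCs 659 rose (74 over 5-fold) and 477 fell (27 over 5-fold), in CD103+CD11b- DCs 220 rose (19 over 5-fold) and 435 fell (74 over 5-fold), 9 passed a fold change of 5 in both subsets and 504 had a different effect. With edgeR's likelihood ratio test, 5548 differed among the groups. Of the genes in CD103-CD11b+ DCs 578 rose (106 over 5-fold) and 476 fell (53 over 5-fold), in CD103+CD11b- DCs 149 rose (25 over 5-fold) and 449 fell (98 over 5-fold), 12 passed a fold change of 5 in both subsets and 413 were genes whose cKO effect differs between subsets. On simulated data these tests made more false calls than edgeR's quasi-likelihood test, 33.3% and 31.7% against 10.5% at a fold change of 2. Those data used edgeR's dispersions and no limit on fold change, so the rates may not hold for these lists.

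With the replicate block, 560 genes rose and 289 fell in CD103-CD11b+ DCs, 124 rose (3 over 5-fold) and 398 fell (31 over 5-fold) in CD103+CD11b- DCs, 2 passed a fold change of 5 in both subsets and 330 were genes whose cKO effect differs between subsets (328 with the block within each genotype). In the fits to the 6 samples of a comparison, 27 genes rose (2 over 5-fold) and 2 fell in CD103-CD11b+ DCs. None (0) of the latter was over 5-fold, against 349 at an unadjusted p under 0.05. These fits found 2 heat-map genes in CD103-CD11b+ and 9 in CD103+CD11b- DCs, where 78 genes rose (2 over 5-fold) and 8 fell over 5-fold, and 2510 genes differed between the subsets in control mice. Il18 in cKO CD103-CD11b+ DCs (2.89) and Il22ra2 in cKO CD103-CD11b+ DCs (-4.25) then had an adjusted p of 0.0543 from edgeR, above the limit of 0.05. Il18 in cKO CD103+CD11b- DCs (1.54) was under it with DESeq2 (adjusted p = 0.0440).

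With an FDR under 0.01 and a fold change over 1.3, 59 genes rose and 12 fell in CD103-CD11b+ DCs, and 6 rose and 35 fell in CD103+CD11b- DCs. In place of any difference among the 4 groups, the union of the 2 comparisons of genotype gave 109 genes and genotype over both subsets gave 29. With the GC-content correction, chosen after seeing the data, 66 genes fell in CD103-CD11b+ DCs and 2 rose over 5-fold in CD103+CD11b- DCs. With the replicate block and the GC-content correction, also chosen after seeing the data, 475 rose and 164 fell in CD103-CD11b+ DCs, 136 rose (5 over 5-fold) and 303 fell (30 over 5-fold) in CD103+CD11b- DCs, 3 passed a fold change of 5 in both subsets and 284 had a different effect.

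The shift on PC2 in CD103-CD11b+ DCs kept its sign throughout, at -39.0% of the range with all tested genes, -43.9% with the 500 genes of largest variance and -69.6% with the genes with 5 or more counts in every sample. The same settings gave, for CD103+CD11b- DCs, 7.25%, the opposite sign, -3.39% and -5.27%.

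Each sample was also left out in turn. Across the 12 fits, from 1351 to 2704 genes differed among the 4 groups, from 29 to 208 had a different effect in the subsets, and from 0 to 2 passed a fold change of 5 in both subsets (29 to 40 at an unadjusted p under 0.05 where there were 0). The shift on PC2 ran from -93.8% to -64.7% in CD103-CD11b+ DCs and from -61.0% to 45.9% in CD103+CD11b- DCs, with the opposite sign without replicate 3 of the control CD103+CD11b- DCs (45.9%) and without replicate 2 of the cKO CD103-CD11b+ DCs (4.92%). Across the 6 fits of a comparison, from 84 to 307 genes rose and from 25 to 210 fell in CD103-CD11b+ DCs, from 11 to 24 rose and from 0 to 4 fell over 5-fold (at least 269 at an unadjusted p under 0.05 where there were 0), and from 11 to 18 heat-map genes were found. Among those in CD103+CD11b- DCs from 5 to 36 rose and from 39 to 217 fell, from 0 to 22 fell over 5-fold (284 at an unadjusted p under 0.05 where there were 0) and from 0 to 15 heat-map genes were found (17 at an unadjusted p under 0.05 where there were 0). None of these fits (0 to 0) had a gene that rose over 5-fold in CD103+CD11b- DCs, against 88 to 271 at an unadjusted p under 0.05. From 1408 to 4122 genes differed between the subsets in control mice. *Cbfb* in CD103-CD11b+ DCs ran from -0.10 to 0.29, with the negative value without replicate 3 of the cKO samples, and Runx3 in cKO CD103+CD11b- DCs from -0.23 to 0.023, with the positive value without replicate 1 of the control samples. Fits of 3 samples against 2 have less power, so lower counts in them do not by themselves show reliance on single samples. The counts did differ with the sample left out, as with the 84 to 307 genes that rose in CD103-CD11b+ DCs. The shift of CD103+CD11b- DCs on PC2 changed sign, so its direction rests on few samples.

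Of 1022 values of 65 single-gene results, which leave out those of *Cbfb*, *Il18* and *Il22ra2* given above, under the alternatives, 987 kept their direction and side of the limit, 21 lost it, 13 gained it and 1 changed direction. Most of those lost, 12, were in fits to the 6 samples of a comparison.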

Differences from the paper's values

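The shift of CD103+CD11b- DCs on PC2, as the mean of the cKO minus the mean of the control samples in percent of the range of PC2 scores, was -13.5% here against the paper's about -6.8% in Fig 5A, read by eye. The error of that reading is not known. Some alternatives set before the data were examined gave values closer to the paper's than -13.5%, and none of them equals it. These were the 500 genes of largest variance (-3.39%), the genes with 5 or more counts in every sample (-5.27%), RLE normalization (-11.5%) and the fit without replicate 1 of the control CD103-CD11b+ DCs (-3.24%). Values lay further from the paper's with each gene scaled to unit variance (-18.6%), a prior count of 0.5 (-16.4%), the replicate block (-15.0%) and all tested genes (7.25%). The other 11 fits that left out a sample (from -61.0% to 45.9%) also lay further from it.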

Other observations

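The tests of *Itgae*, *Cbfb*, GC content, thinned counts and other splits were chosen only after the results were seen, and those of B-cell, epithelial and cDC2 genes were written down before they were run.

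*Ms4a1* and *Bank1*, which are known from B cells, rose in cKO CD103-CD11b+ DCs, and B cells in the sorted samples are a candidate source. A list of 10 other B-cell genes lay at the 100th percentile of 10000 random lists matched on mean expression, 8 of 10 genes were higher, and 0 passed an FDR of 0.05 (3 an unadjusted p under 0.05). The summed level of the list was uneven, at 566, 252 and 81.1 CPM in the 3 cKO samples and 131, 340 and 167 CPM in the 3 control samples. Replicate 3 of the cKO samples had the lowest sum, yet its *Ms4a1* level, 43.3 CPM, was above all control samples, where the highest was 7.44 CPM. The sum is weighted to *Ebf1*, which fell from a mean of 134.3 to 54.6 CPM (log2 fold change -1.27). A low sum therefore does not by itself show few B cells. *Bank1* also rose in cKO CD103+CD11b- DCs (log2 fold change 2.15, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 samples), where the B-cell list fell (median log2 fold change -0.63, percentile 0.99, 1 of 10 genes higher). B cells may contribute in some CD103-CD11b+ samples, but the values in CD103+CD11b- DCs go against B cells as the only source of *Bank1*. For *Ms4a1* this was not settled.

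*Cdh17* and *Mpzl2*, which epithelial cells express, rose in cKO CD103-CD11b+ DCs too. A list of 10 other epithelial genes lay at the 0.11 percentile of random lists, so it fell (median log2 fold change -1.48), which goes against epithelial cells as the source. The median of the list was 1.73 in cKO CD103+CD11b- DCs, but its summed level was 24.6 to 139.9 CPM in cKO and 118 to 277 CPM in control samples. *Epcam*, the list's only gene at an FDR under 0.05 there, fell (log2 fold change -1.88, adjusted p = 0.0432 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and so did its most abundant gene, *Cdh1* (-2.52).

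*Itgae*, which encodes CD103, fell in cKO CD103-CD11b+ DCs from 190 ± 79.4 to 50.4 ± 27.2 CPM (SD, n = 3), a log2 fold change of -1.89 (standard error 0.36, adjusted p = 0.0301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 samples. With each sample left out in turn it lay between -2.42 and -1.47, and the adjusted p was under 0.05 in 2 of the 6 fits. A list of cDC1 genes lay at the 98.5 percentile of random lists in the same comparison, so cDC1s lost from the control samples would not give the fall. CD103+CD11b+ cDC2s, which the paper reports as strongly reduced in these mice, were not tested as a source of *Itgae* in the control samples. The fall is thus not shown to lie within CD103-CD11b+ cells. The log2 fold change of *Itgae* in CD103+CD11b- DCs was -0.13 (standard error 0.34, adjusted p = 0.976 from the same edgeR test). *Itgam* rose by 0.85 in CD103-CD11b+ DCs (adjusted p = 0.105 from the same edgeR test). *Cd101* changed by -0.59 in CD103-CD11b+ DCs (standard error 0.38, adjusted p = 0.448 from the same edgeR test). In CD103+CD11b- DCs it changed by -2.48 (standard error 0.65, adjusted p = 0.122 from the same edgeR test). Its level there was low, with a mean of 3.15 CPM in control and 0.586 CPM in cKO samples.

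The larger number of genes that rose in cKO CD103-CD11b+ DCs, and that fell in cKO CD103+CD11b- DCs, was tested against GC content and depth. Across genes, the log2 fold change had a Spearman correlation of -0.216 with GC content in CD103-CD11b+ DCs and -0.0284 in CD103+CD11b- DCs, which describes genes and not replicates. After GC-content correction, the excess of genes that rose in CD103-CD11b+ DCs was 166 and that of genes that fell in CD103+CD11b- DCs was 70. With every sample thinned to the smallest total, the excess was 128 in CD103-CD11b+ DCs (203 against 75) and 72 in CD103+CD11b- DCs (112 against 40). Neither removes the excess, but each lowered it in CD103+CD11b- DCs, where 164 genes fell and 46 rose before and 115 fell and 45 rose after GC-content correction. For each of the 2 counts, for those over 5-fold and for the heat-map genes found, and for the subsets in control mice, 1 of the 4 splits of the 6 samples that part all same-numbered pairs, the real one, gave as many genes, and 4 splits are too few to tell. The 6 splits that part only 1 such pair gave at most 1 gene. For the 4 groups, 1 of 100 regroupings of the 12 samples, the real one, gave as many genes, with at most 628 in the others. Most of the others put both subsets into the same group, which widens the spread within groups, so low counts were largely fixed in advance. The other regroupings that kept every group within 1 subset gave 522 and 463 genes. The comparison therefore says little about genotype.

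*Cbfb* was not lower in the samples labelled cKO. A deletion of 1 exon alone may leave the count nearly unchanged: exon 5 (chromosome 8, 105202452 to 105202547), to which the names of the primers in the paper's PCR for *Cbfb* recombination point, holds 3.33% of the exon length of the longest transcript, and its loss alone would change the log2 level by -0.05, less than the standard error of 0.19. Counts of single exons were not used, so this was not settled.

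*Runx1* changed by 0.59 in CD103+CD11b- DCs (adjusted p = 0.220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.57 in CD103-CD11b+ DCs (adjusted p = 0.151 from the same edgeR test). *Runx2* changed by -1.21 in CD103+CD11b- DCs and 1.06 in CD103-CD11b+ DCs (standard error 0.32 in both), and the difference of these effects had an adjusted p of 0.0541 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Runx3* changed by -0.13 (standard error 0.19) and 0.77 (standard error 0.19, adjusted p = 0.0721 from the same edgeR test). A list of interferon-response genes had a median log2 fold change of 0.69 in cKO CD103-CD11b+ DCs, with 9 of 10 genes higher and 1 at an FDR under 0.05. In cKO CD103+CD11b- DCs the median was -0.05, with 4 of 10 genes higher and 0 at an FDR under 0.05.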
